# Expression profiling in canine osteosarcoma: identification of biomarkers and pathways associated with outcome

**DOI:** 10.1186/1471-2407-10-506

**Published:** 2010-09-22

**Authors:** Liza E O'Donoghue, Andrey A Ptitsyn, Debra A Kamstock, Janet Siebert, Russell S Thomas, Dawn L Duval

## Abstract

**Background:**

Osteosarcoma (OSA) spontaneously arises in the appendicular skeleton of large breed dogs and shares many physiological and molecular biological characteristics with human OSA. The standard treatment for OSA in both species is amputation or limb-sparing surgery, followed by chemotherapy. Unfortunately, OSA is an aggressive cancer with a high metastatic rate. Characterization of OSA with regard to its metastatic potential and chemotherapeutic resistance will improve both prognostic capabilities and treatment modalities.

**Methods:**

We analyzed archived primary OSA tissue from dogs treated with limb amputation followed by doxorubicin or platinum-based drug chemotherapy. Samples were selected from two groups: dogs with disease free intervals (DFI) of less than 100 days (n = 8) and greater than 300 days (n = 7). Gene expression was assessed with Affymetrix Canine 2.0 microarrays and analyzed with a two-tailed t-test. A subset of genes was confirmed using qRT-PCR and used in classification analysis to predict prognosis. Systems-based gene ontology analysis was conducted on genes selected using a standard J5 metric. The genes identified using this approach were converted to their human homologues and assigned to functional pathways using the GeneGo MetaCore platform.

**Results:**

Potential biomarkers were identified using gene expression microarray analysis and 11 differentially expressed (p < 0.05) genes were validated with qRT-PCR (n = 10/group). Statistical classification models using the qRT-PCR profiles predicted patient outcomes with 100% accuracy in the training set and up to 90% accuracy upon stratified cross validation. Pathway analysis revealed alterations in pathways associated with oxidative phosphorylation, hedgehog and parathyroid hormone signaling, cAMP/Protein Kinase A (PKA) signaling, immune responses, cytoskeletal remodeling and focal adhesion.

**Conclusions:**

This profiling study has identified potential new biomarkers to predict patient outcome in OSA and new pathways that may be targeted for therapeutic intervention.

## Background

Osteosarcoma (OSA) is the most common malignant primary bone tumor of children and accounts for roughly 5% of all childhood cancers in the United States. Characteristically, OSA is found in the metaphyseal regions of long bones in the appendicular skeleton. More than 15% of patients present with clinically detectable pulmonary metastases and it is estimated that 80% or more have micrometastases at presentation [1]. Advances in treatment such as multi-agent chemotherapy have improved prognosis over the last several decades with five-year survival rates up to 70%. Despite these advances, patients that present with metastases or those whose tumors are refractory to neoadjuvant chemotherapy continue to have a poor prognosis [1]. This suggests that within the same histologic type of tumor, different genetic mechanisms may be operating, altering response to chemotherapy and metastatic capability in some tumors.

Osteosarcoma is also the most common primary bone malignancy in dogs. The majority of these tumors occur in the appendicular skeleton of middle-aged large and giant breeds. Roughly 10,000 new cases of OSA are identified in dogs annually. Standard treatment involves amputation or limb-sparing surgery followed by adjuvant chemotherapy with doxorubicin, a platinum-based drug, or a combination of the two drug types [2]. Median disease-free interval (DFI) following amputation has ranged from 165 to 470 days depending on adjuvant chemotherapy protocol and study size [3-7]. Median survival time in dogs undergoing amputation alone ranges from 134 to 175 days [3-7]. Like their human companions, pulmonary metastases are typically the cause of terminal morbidity. It has been suggested that up to 90% of canine patients may present with microscopic metastases that are undetectable via routine imaging [2]. The high variability in DFI suggests that canine OSA exhibits variable metastatic capability, rate and/or resistance to adjuvant chemotherapy, similar to the disease in humans.

Canine OSA shares many features with human OSA, making dogs a valuable comparative model. Pet dogs develop OSA primarily in the metaphyseal regions of long bones, as do human patients. The lesions are histologically identical [2]. The similarities between the molecular characteristics of human and canine OSA have been established (see [8] for review). Furthermore, Thomas and colleagues recently demonstrated that some of the same genetic aberrations identified in human OSA are also seen in canine OSA with both breed-dependent and independent associations [9]. Among the genetic changes identified, Wilms tumor 1 (*WT1*), tumor protein p53 *(TP53)*, cyclin-dependent kinase inhibitor 2A *(CDKN2A)*, phosphatase and tensin homolog *(PTEN) *and retinoblastoma 1 *(RB1) *tumor suppressors as well as v-myc myelocytomatosis viral oncogene homolog (*MYC) *and v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog *(KIT) *oncogenes were shown to be affected by cytogenetic abnormalities in 76% of their samples [9]. Similarly, comparative analysis of gene expression profiles in human and canine OSA determined that the diseases were indistinguishable by hierarchical clustering [10]. Treatment and chemotherapeutic regimens are also similar with the notable exception that most amputee dogs do not undergo neoadjuvant chemotherapy, so tumors collected at the time of amputation are naïve to drugs. Dogs also provide a valuable model system in that their tumors arise "naturally," they share an environment with humans, and they metabolize drugs at a similar rate. Finally, dogs are more genetically diverse than mouse model systems and share more genetic homology with humans than mice [8]. Thus, genetic prognostic screening in dogs has strong potential applicability to the human disease [11].

In recent years, it has become clear that the tumor microenvironment plays a strong role in metastatic events even if metastatic subclones are only a small proportion of tumor cells [12,13]. For example, van de Vijver and colleagues demonstrated that gene expression analysis of primary tumors can divide breast cancer patients into "good" and "poor" prognostic groups based on the tumors' intrinsic metastatic ability [14]. Thus, gene expression profiles of primary tumors provide information about metastatic potential and patient prognosis even if distant disease is not detectable or present.

Gene expression analysis of primary tumors can also elucidate novel chemotherapeutic targets by defining individual gene changes and/or whole pathway derangements [15,16]. Identification of such differences between "good" and "poor" prognostic groups in OSA will allow for more personalized treatment of disease based on an individual's tumor expression profile.

The current study utilized Affymetrix GeneChip Canine Genome 2.0 arrays to explore differences in gene expression between primary OSA tumors taken from client dogs with a DFI of less than 100 days ("poor responders") and those with a DFI greater than 300 days ("good responders") following definitive treatment and chemotherapy. Individual genes with significant changes in expression were validated using qRT-PCR and explored for their ability to correctly classify good and poor responders using four different machine learning schemes. A broader, systems approach was used to identify changes in groups of interacting genes or pathways that may contribute to metastatic progression and resistance to therapy. We have found evidence of altered expression of several genes and pathways and have verified that the Hedgehog signaling pathway is comparatively downregulated in the poor responding group.

## Methods

Chemotherapy-naïve primary tumor samples were selected from the Colorado State University Animal Cancer Center's tissue archive based on the criteria that the patient had undergone surgical amputation followed by chemotherapy with doxorubicin and/or a platinum-based drug (Table 1). Limb-spare surgical samples were excluded from the study as differences in DFI are associated with post operative infections common to the procedure [17,18]. Samples were collected at the time of amputation with the written consent of the owners (between 1996 and 2006), flash-frozen in liquid nitrogen and stored at -80°C. Disease-free intervals (DFI) were calculated based upon the presence of metastatic disease and samples were divided into cohorts of DFI < 100 days and DFI > 300 days. These cohorts were defined to select samples distant from the median DFI of 200 days so that expression differences could be analyzed in very good and very poor responders.

**Table 1:** Study Population.

Unique ID	DFI	Age at Dx (yrs)	Sex	Breed	Tumor Site	Tumor Subtype	Chemotherapy Received
184844	40	4.4	MC	Greyhound	L Prox Humerus	Osteoblastic	Doxorubicin
208911	60	8.0	FS	Doberman	L Prox Humerus	Giant cell	Carboplatin
173175	69	5.0	MC	Rottweiler	L Dist Femur	Osteoblastic	Cisplatin
223986	77	7.0	MC	Greyhound	L Dist Femur	Osteoblastic	Carboplatin
153599	90	9.0	FS	Mix	L Tibia	Giant cell	Cisplatin
222189	91	6.1	FS	Greyhound	L Prox Humerus	Osteoblastic	Doxo & Carbo
204714	94	8.0	FS	Greyhound	L Prox Tibia	Giant Cell	Doxorubicin
208756	95	10.2	FS	Labrador Ret.	L Dist Humerus	Osteoblastic	Cisplatin
146719	97	8.8	MC	Mix	R Dist Femur	Fibroblastic	Doxorubicin
212759	97	10.8	MC	Golden Ret.	L Prox Humerus	Osteoblastic	Doxorubicin
177466	307	7.6	FS	Mix	L Dist Radius	Osteoblastic	Cisplatin
188084	329	10.4	MC	Rottweiler	R Dist Radius	PD	Doxorubicin
190030	356	13.4	MC	Mix	L Dist Humerus	Osteoblastic	Doxorubicin
180223	384	11.5	FS	Mix	R Prox Femur	Osteoblastic	Cisplatin
208513	467	7.1	MC	Greyhound	L Prox Humerus	Osteoblastic	Doxorubicin
180119	619	10.4	FS	Mix	R Dist Femur	Osteoblastic	Cisplatin
193231	694	12.4	MC	Mix	L Dist Radius	Osteoblastic	Doxorubicin
174513	734	10.1	FS	Malamute	L Dist Radius	Osteoblastic	Doxo & Carbo
155214	787	8.7	MC	Labrador Ret.	R Tibia	Osteoblastic	Doxorubicin
168327	885	8.0	FS	Golden Ret.	L Dist Radius	Osteoblastic	Carboplatin

DFI = disease-free interval, Dx = diagnosis, MC = castrated male, FS = spayed female, L = left, Dist = distal, Prox = proximal, R = right, PD = poorly-differentiated, "Doxo & Carbo" = Doxorubicin and Carboplatin combination therapy,

Samples were freeze-fractured, homogenized, extracted with Trizol reagent (Invitrogen, Carlsbad, CA, USA) and purified with RNeasy clean up (Qiagen, Valencia, CA, USA) per the manufacturers' protocols. Resultant RNA was quantified via spectrophotometry and assayed for quality on Agilent (Santa Clara, CA, USA) and Bio-Rad (Hercules, CA, USA) bioanalyzers at the Rocky Mountain Regional Center for Excellence (RMRCE) Genomics Core at CSU. Only samples exhibiting minimal degradation as evidenced by RNA Integrity Numbers (RIN) greater than 8 were used for microarrays.

Eight samples from each DFI cohort were selected and array analysis with GeneChip Canine 2.0 Genome Arrays (Affymetrix, Santa Clara, CA, USA) was performed in two batches (batch 1, n = 6; batch 2, n = 10) at CSU's RMRCE Genomics Core per Affymetrix protocols. One sample was removed from analysis after data collection based upon pathologist review and review of hospital records that determined the sample was not OSA but hyperreactive osteoid tissue. Briefly, the One-Cycle Target Labeling and Control Reagents package (Affymetrix, Santa Clara, CA, USA) was used to synthesize cDNA from total RNA spiked with prokaryotic Poly-A RNA as a control. The Sample Cleanup Module (Affymetrix, Santa Clara, CA, USA) was used to purify the cDNA which was then used for synthesis of biotin-labeled cRNA. cRNA was purified, quantified and fragmented before hybridization with the GeneChips. Hybridized chips were washed, stained using streptavidin-conjugated phycoerythrin dye (Invitrogen, Carlsbad, CA, USA) and enhanced with biotinylated goat anti-streptavidin antibody (Vector Laboratories, Burlingame, CA, USA) using an Affymetrix GeneChip Fluidics Station 450 and Genechip Operating Software. The Affymetrix GeneChip scanner 3000 was used to acquire images.

Microarray data was preprocessed using Probe Logarithmic Intensity Error (PLIER) estimation [19] and Robust Multichip Average (RMA) [20] algorithms with log_2 _transformations. PLIER and RMA methods were compared as part of the data discovery. A standard unpaired 2-tailed t-test with a false discovery rate correction for multiple comparisons was used. Uncorrected p-values were used to rank probesets. CIMminer was used to generate clustered images of the data with the following parameters: unsupervised clustering on both axes, average linkage and Euclidean distance [21]. Microarray data has been made available through NCBI's Gene Expression Omnibus (GEO) and can be accessed via accession number GSE24251.

Quantitative RT-PCR was performed on an expanded set of 20 OSA samples including the same 15 samples used in the array analysis plus an additional five samples that met the selection criteria of amputation, chemotherapy, appendicular location of tumor and DFI (n = 3 in the DFI > 300 cohort and n = 2 in the DFI < 100 cohort). These additional 5 samples increased the number of samples in each cohort to ten. The sample set was expanded so that expression of genes of interest could be assessed in independent samples in addition to those from the microarray study. cDNA was synthesized using the QuantiTect Reverse Transcription Kit (Qiagen, Valencia, CA, USA) with 1 μg input RNA. Quantitative real time PCR was performed in duplicate using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) and 25 ng equivalent RNA input in 25 μL reactions on a Stratagene Mx3000P instrument. Primers (Table 2) were designed based upon NCBI RefSeq mRNA sequences with PrimerQuest (Integrated DNA Technologies, Coralville, IA, USA) and were cross-checked for specificity using UCSC In-Silico PCR [22,23]. Where possible, primers were designed to be intron spanning and in a central region of the gene. Primers were designed to amplify all possible isoforms noted in NCBI and were not specific to the Affymetrix probe region. Expression levels were normalized to hypoxanthine phosphoribosyltransferase 1 (HPRT1) expression as it was consistently expressed at a moderate level in our arrays and has previously been used as a canine housekeeping gene [24] (primer sequences courtesy of Dr. Luke Wittenburg, CSU). Standard curves, dissociation curves and amplification data were collected using Mx3000P (Stratagene, La Jolla, CA, USA) software and analyzed with the 2^(-ΔΔCt) ^method [25] followed by an unpaired 2-tailed t-test as well as REST2009 software [26,27]. In all cases, amplification efficiencies were greater than 90%. Quantitative RT-PCR products were electrophoresed on a 2% agarose gel in 1× TBE and visualized under UV light with ethidium bromide to verify product size.

**Table 2:** Primer sequences and amplicon sizes for selected genes.

Primer	Sequence (5' to 3')	Size of Amplicon
HPRT1 S	TGC TCG AGA TGT GAT GAA GG	191 bp
HPRT1 AS	TCC CCT GTT GAC TGG TCA TT	
		
ADHFE1 S	CCA ACA GTG GCT TCG ATG TGC TTT	104 bp
ADHFE1 AS	TGC TGG CCG AGT GAT AGG ATT TGA	
		
AGTR1 S	TGA CTT TGC CAC TAT GGG CTG TCT	178 bp
AGTR1 AS	AGG CGG GAC TTC ATT GGA TGA ACA	
		
CCDC3 S	TGA ACC AGA AGC TCA GCG AGA AGT	162 bp
CCDC3 AS	TAG ATT CCC TGG CAA GAG GCA ACA	
		
DHH S	ACA ACC CGG ACA TCA TCT TCA AGG	109 bp
DHH AS	ATG TTC ATC ACC GCA ATG GCC AAG	
		
FBP1 S	TCC TGT ACC CAG CGA ACA AGA AGA	89 bp
FBP1 AS	TGC CTT CTC CAT GAT GTA GGC CAT	
		
IGF2 S	TCG TGG AAG AGT GCT GTT TCC GTA	154 bp
IGF2 AS	TCG TAT TGG AAG AAC TTG CCC ACG	
		
IMP1 S	TTG CAG AAT TTG ACA GCG GCT GAG	118 bp
IMP1 AS	TTT GGT GCA GCT GCT TAA CTT GGG	
		
NDRG2 S	ATA AGT CTT GCT TCC AGC CGC TCT	183 bp
NDRG2 AS	TCA GGT ACT GCA GAA TGC AAG GGA	
		
PTCH2 S	CAT ATT CCT GCT GGC ACA TGC CTT	229 bp
PTCH2 AS	GAA GAC AAG CAT CAC GGC TGC AAA	
		
SCN1B S	TCG TGG CAG AGA TGG TTT ACT GCT	121 bp
SCNIB AS	ACA CCC GTA CAG TTC TCC TTG CTT	
		
SMO S	TGG TGC TCA TTG TGG GAG GTT ACT	210 bp
SMO AS	ACT CAG CCT GGT TGA AGA AGT CGT	

S = sense, AS = antisense, bp = base pairs

The pathway analysis pipeline used in this study has been previously described [28]. Briefly, the University of Pittsburgh Gene Expression Data Analysis suite (caGEDA) [29] with a standard J5 metric, a threshold of 4 and a jackknife of 4 was used to select unique genes for pathway analysis following both PLIER and RMA preprocessing. The DAVID Gene ID conversion tool was used to link canine identifiers to their human counterparts [30,31] and identifiers absent from the database were hand-annotated by BLAST and BLAT comparisons of the target sequence; GeneGo MetaCore was used to assign functional pathways. Pathways were assigned independently to PLIER and RMA preprocessed data and the resulting pathways were compared.

WEKA software was used to generate classification models to test the analytical value of qRT-PCR-derived expression changes [32]. Classification models were built using a Support Vector Machine (SVM), a J48 decision tree, and logistic regression [33]. Models were generated with the full (n = 20) data set and tested for sensitivity and specificity using stratified tenfold cross-validation. Tenfold cross-validation randomly selects 90% of the data for training the model, and uses the other 10% of the data to test the model. The process is repeated ten times and the ten model error rates are averaged to compute an overall error rate.

## Results

### Tumor Donors

The DFI < 100 group was composed of 5 castrated males and 5 spayed females with an average age of 7.73 years (range: 4.4-10.8) at the time of diagnosis. The DFI > 300 group was also composed of 5 castrated males and 5 spayed females with an average age of 9.96 years (range: 7.1-13.4) at the time of diagnosis. 

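Tumors of 8 dogs with a disease free interval (DFI) under 100 days and of 7 dogs with one over 300 days were on the arrays. The interval ran from 40 to 97 days in the DFI < 100 cohort and from 329 to 885 days in the DFI > 300 cohort. The dogs of the DFI < 100 cohort were younger, with a mean age of 7.80 ± 2.28 years (SD, n = 8) against 10.5 ± 2.27 years (SD, n = 7), a difference with p = 0.0452 in a 2-sided exact permutation test. The DFI < 100 cohort held 4 spayed females and 4 castrated males, and the DFI > 300 cohort 3 and 4. Giant cell tumors were 3 of the 8 in the DFI < 100 cohort and 0 of the 7 in the DFI > 300 cohort. Osteoblastic tumors were 5 and 6. Greyhounds made up 3 of the DFI < 100 dogs and 1 of the DFI > 300 dogs, and dogs of mixed breed 1 and 4.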

The samples used in the microarray study were a subset of these as described in the "Methods" section. Dog breed, chemotherapy type, tumor phenotype and tumor location are included in Table 1.

### Affymetrix Canine 2.0 Genome Array Analysis

Criteria for assessing differential regulation of probesets were based on the preprocessing algorithm used as both PLIER and RMA have benefits and drawbacks. 

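Total RNA of the primary tumors was hybridised to Affymetrix Canine 2.0 arrays, 1 array per dog, and the values of 15 arrays were analysed here (DFI < 100, n = 8 dogs; DFI > 300, n = 7 dogs). The authors hybridised the arrays in 2 batches and summarised the probes of each probeset with PLIER in Affymetrix Expression Console. The deposited table holds 1 PLIER intensity per probeset and array on the linear scale, and the normalization of the probes before PLIER and the batch of each array are not given in the sources used here. RMA values were not analysed here. All values were above 0, and log2 was taken with no offset. Of 43035 probesets, 175 controls were left out and 42860 were tested. Of these, 29254 carry 1 gene symbol in the platform annotation and stand for 15115 genes, 439 carry several symbols, and 13167 are not named. Where a gene has several probesets, its value is that of the probeset with the highest mean over the 15 arrays, and others are given where they differ. The median signal was 50.9 ± 2.36 (SD) in the DFI < 100 arrays and 51.7 ± 2.13 in the DFI > 300 arrays. Control probesets for 64 reporter sequences that dogs lack set a level of no target at a log2 value of 6.79, their 95th percentile averaged over the arrays. Mean values above it were seen for 14518 probesets of 6448 genes, and the others are called near background here. Differences are the mean log2 value of the DFI < 100 cohort minus that of the DFI > 300 cohort, with the standard error and the p adjusted by Benjamini-Hochberg from limma. The log2 ratio of 3 prime to 5 prime control probesets, a sign of RNA quality, was 2.13 ± 0.28 in the DFI < 100 arrays and 2.20 ± 0.18 in the DFI > 300 arrays. The number of arrays limits the precision.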

Briefly, PLIER exhibits higher signal reproducibility and differential sensitivity for low expressing genes yet the variance can be unstable on a log scale, whereas RMA demonstrates fold change compression at the low end of expression, but the variance is stable on a log scale [19]. Thus, selection criteria for genes to validate with qRT-PCR were: PLIER fold change greater than 3 with an uncorrected p-value less than 0.05 and/or RMA fold change greater than 2 with an uncorrected p-value less than 0.05. 

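KIAA1191 stood at a log2 value of 9.98 ± 0.31 (SD, n = 8) in the DFI < 100 dogs and 10.68 ± 0.40 (SD, n = 7) in the DFI > 300 dogs, with 6 of the 8 DFI < 100 dogs below every DFI > 300 dog. The difference of -0.69 (standard error 0.19) had an adjusted p of 0.999 from limma. SNAP25 differed by -7.50 (standard error 1.83) at values near background, with an adjusted p of 0.999. No named gene passed the correction. Of 42860 probesets, 0 had an adjusted p under 0.05 from limma and 0 from the methods' t-test with the same adjustment. At an unadjusted p under 0.05 there were 1578 probesets by limma, 783 higher and 795 lower in the DFI < 100 cohort, and 1567 by the methods' t-test, and 2143 are expected by chance alone. Without the 4 Greyhounds, 2 probesets passed an adjusted p of 0.05 in limma, that of SNAP25 and an unnamed one, both near background.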

False discovery rate correction yielded no significant genes so uncorrected p-values were used: this is not surprising in this natural, diverse patient population.

Affymetrix Canine 2.0 gene array analysis yielded 75 probesets matching the PLIER criteria and 68 probesets matching the RMA criteria. 

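Among genes above background, CXCL14, a chemokine, CCDC3, a coiled-coil protein, and RNASE4, a secreted ribonuclease, had lower values in the DFI < 100 cohort. CDO1, the enzyme that starts the breakdown of cysteine, and IGF2BP1 (IMP-1), an mRNA-binding protein, had higher values there. CXCL14 stood at a log2 value of 7.83 ± 1.19 (SD, n = 8) in the DFI < 100 dogs and 9.81 ± 1.67 (SD, n = 7) in the DFI > 300 dogs, a difference of -1.98 (standard error 0.69). The difference was -1.93 (standard error 0.69) for CCDC3, with means of 7.18 ± 1.06 and 9.11 ± 1.74. For RNASE4 it was -1.97 (standard error 0.69), with means of 6.18 ± 0.95 and 8.15 ± 1.84. CDO1 stood at 11.13 ± 1.24 against 9.35 ± 1.87, a difference of 1.77 (standard error 0.76). IGF2BP1 stood at 8.67 ± 1.17 against 6.16 ± 2.95, a difference of 2.51 (standard error 1.05). The adjusted p from limma was 0.999 for each of these genes. With 1 dog left out in turn, the unadjusted p stayed under 0.05 in 9 of 15 fits for CDO1 and in 10 for IGF2BP1.

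**Figure D1:**
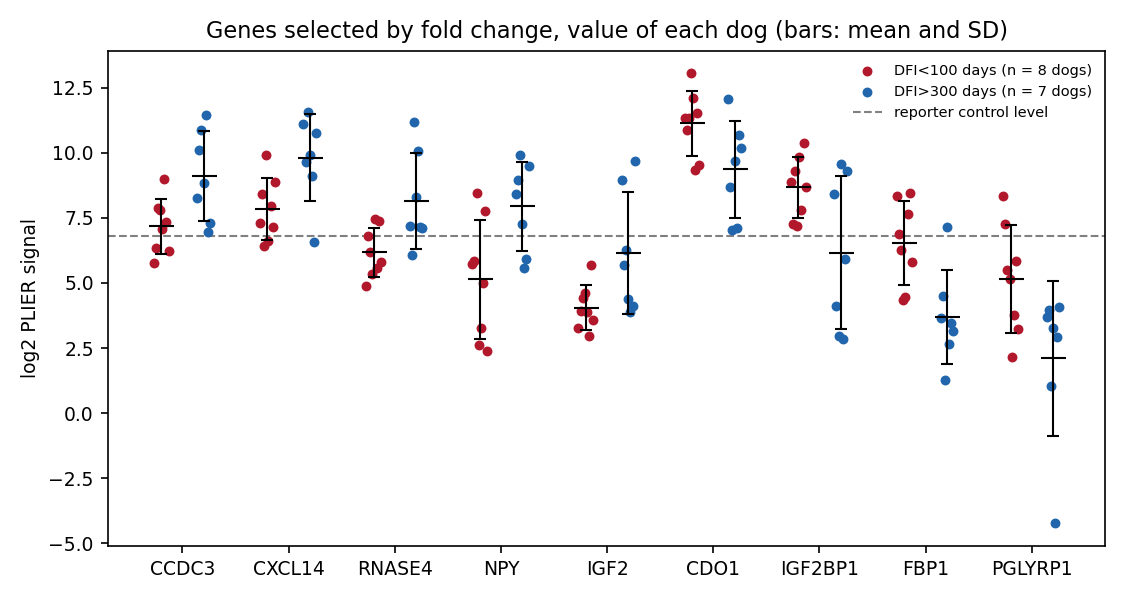
Log2 PLIER signal of 9 genes in each of the 8 DFI < 100 and 7 DFI > 300 dogs (points), with the mean and SD of each cohort (bars) and the level of the reporter controls (dashed line). The cohorts overlap for every gene drawn.

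Other genes that met the criteria lay near background. The growth factor IGF2 differed by -2.09 (standard error 0.83), the neuropeptide NPY by -2.80 (standard error 0.99) and the glycine receptor subunit GLRB by -1.79 (standard error 0.65). FBP1, an enzyme of gluconeogenesis, differed by 2.83 (standard error 0.82) and was higher on its other 2 probesets too. PGLYRP1, which binds bacterial cell walls, differed by 3.05 (standard error 1.22), and by 2.00 without dog 190030, PDZRN4 by 2.59 (standard error 0.82) and the troponin TNNC1 by 1.80 (standard error 0.58). Of the genes of Fig. 2, AGTR1, NDRG2 and ADHFE1 met the criteria only on dimmer probesets. On their brightest probesets AGTR1, the angiotensin II receptor, differed by -0.73 (standard error 0.48), and by -0.21 without dog 190030, NDRG2 by -0.54 (standard error 0.18) and ADHFE1 by 0.13 (standard error 0.17), or 0.02 without dog 208513 and 0.20 without dog 190030. On the dim probesets that met the criteria they differed by -3.99, -4.48 and -2.27, in this order, the last -1.40 without dog 204714. A fold change above 3 with an unadjusted p under 0.05 was met by 148 probesets in limma, 69 higher and 79 lower in the DFI < 100 cohort, and by 117 with the methods' t-test, all among the 148. Of the 148 probesets, 136 (91.9%) lay near background, against 66.1% of all probesets tested. The 12 above background were those of CDO1, IGF2BP1, DLA88, CXCL14, CCDC3, RNASE4 and of 3 probesets with no name. Of 33 gene names read from Fig. 1A and matched to a symbol, 24 had a probeset that met the criteria. With 16 added to each PLIER value before log2, which draws low values together, 19 probesets met them.

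**Figure D2:**
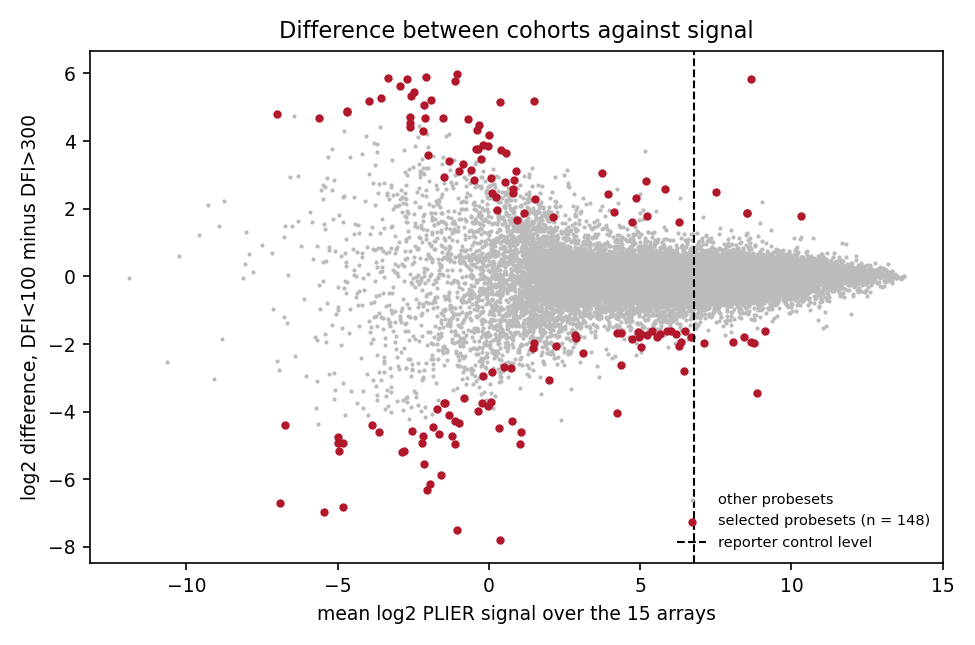
Log2 difference between the cohorts (DFI < 100 minus DFI > 300) of each of 42860 probesets against its mean log2 signal over the 15 arrays, with the 148 selected probesets in red and the level of the reporter controls as a dashed line. Most selected probesets lie left of the line, where differences spread widest.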

Twenty-eight probesets and twenty-three genes were shared (Figure 1A &1B, blue labels) between the two selection criteria yielding 115 total probesets for further investigation (Figure 1C). Unsupervised hierarchical clustering of the 75 PLIER-selected probesets grouped the dogs according to their respective disease free interval groups (Figure 1A, X-axis). This hierarchical clustering also grouped the probesets relative to fold change differences between the DFI < 100 day group and the DFI > 300 day group (Figure 1A, Y-axis). This pattern indicates that, based on the genes showing the greatest expression differences, dogs that have a longer disease-free interval (X-axis, left half) have more-similar primary tumor gene expression to each other than to dogs with a short DFI (X-axis, right half), even those of the same breed. 

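Average linkage clustering on Euclidean distances, with the 148 probesets that met the fold change criteria in limma, parted the 15 dogs into the 8 of the DFI < 100 cohort and the 7 of the DFI > 300 cohort. The 117 probesets of the methods' t-test gave the same 2 groups of dogs. With all 42860 probesets, dog 208513 of the DFI > 300 cohort, a Greyhound, stood alone and the other dogs of both cohorts formed the second cluster. The selected probesets had been chosen by cohort. When probesets were selected and clustered in the same way for other splits of the dogs into 8 and 7, the 2 clusters followed the split in 100 of 100 splits, the real one included.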

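Over the selected probesets, the Euclidean distance averaged 51.9 for 49 pairs of dogs of the same cohort and 68.0 for 56 pairs of different cohorts. Pairs of the same breed, leaving mixed breeds out, were 47.6 apart within a cohort (3 pairs) and 68.4 apart between cohorts (5 pairs). Over all probesets the distance averaged 320.6 within a cohort and 319.9 between cohorts, and for the pairs of the same breed 312.5 and 329.8. The paper takes the clustering as a sign that, on the genes that differ most, the tumors of dogs with a longer disease-free interval are more like each other than like those of dogs with a short one, also within a breed.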

Hierarchical clustering of the 68 RMA-selected probesets yielded similar results with all but one of the dogs (208911 DFI < 100) clustering in their respective DFI groups. (Figure 1B). The differences in sample clustering, the ranges of expressed values, and the differences in shared gene clustering (i.e. genes shared between the two algorithms are clustered primarily in half of the PLIER dendogram but spread throughout the RMA dendogram) underscore the fact that different algorithms yield different results and illustrate the value of applying multiple algorithms.

**Figure 1:**
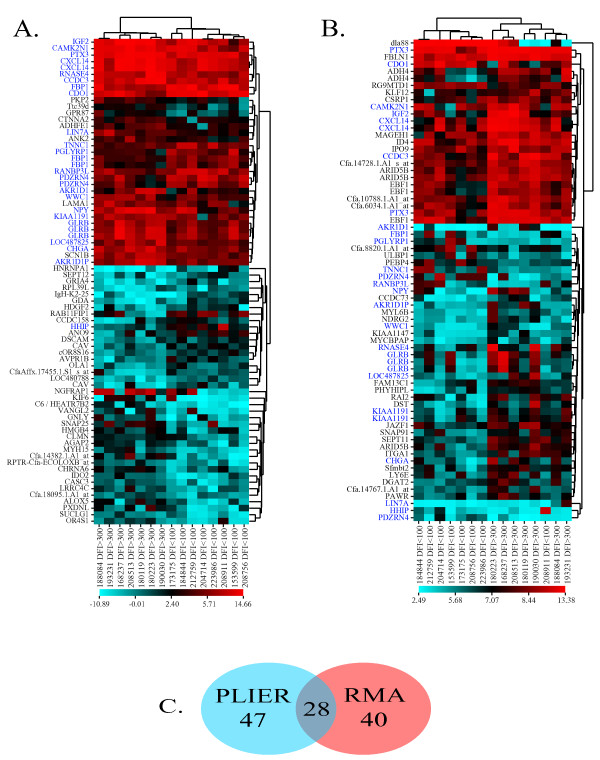
**Fold change analysis of microarray data**. Clustered image maps derived from gene array analysis of 15 canine osteosarcomas. Data was preprocessed with PLIER (A) and RMA (B) algorithms. Probesets were selected based upon fold change > 3 (PLIER) or > 2 (RMA) and an uncorrected p-value < 0.05. (C) Number of probesets meeting selection criteria from each algorithm that were shared and unshared between the two.

### Quantitative RT-PCR Analysis of Putative Biomarkers and Array Validation

Thirty-six genes were assayed for expression via qRT-PCR in 20 OSA samples to both correlate array data to qRT-PCR as well as explore potential biomarker expression via a method not subject to multiple sampling errors. Of these, 8 demonstrated significantly different (p < 0.05) expression between the two cohorts as calculated by both the 2^(-ΔΔCt) ^method [25] with a 2-tailed t-test and the REST2009 [27] iterative method that accounts for amplification efficiency. qRT-PCR expression is plotted as 2^(-ΔCt) ^in Figure 2. Higher expression levels between cohorts and among genes can be visualized as an increased 2^(-ΔCt) ^value. Fold changes and statistical calculations stated in the text were calculated with REST2009 as this program consistently demonstrated higher stringency for significance than the 2^(-ΔΔCt) ^method with t-test.

**Figure 2:**
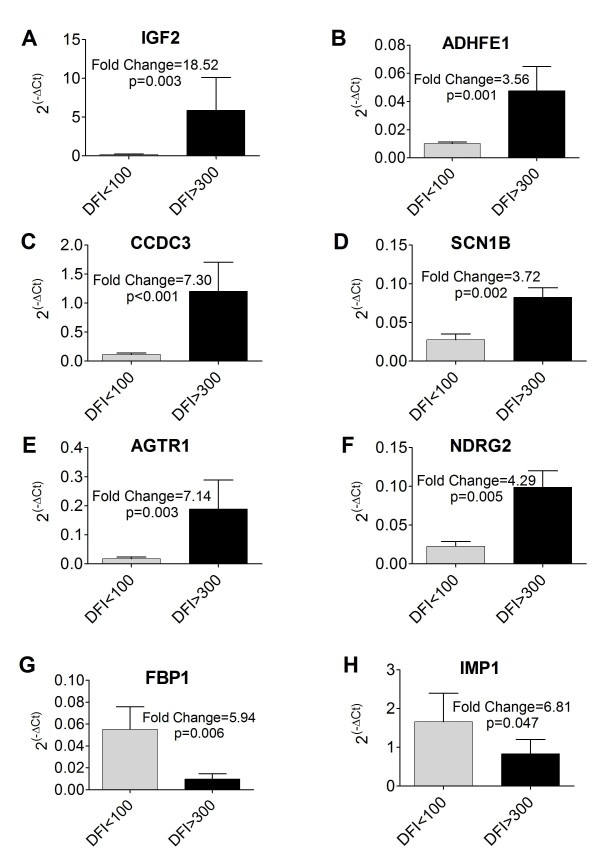
**qRT-PCR validation of genes selected from fold change analysis of microarray data**. Expression represented as 2^(-ΔCt) ^for eight genes selected from fold change analysis of gene array data that were significant on qRT-PCR validation with 20 samples. Higher values indicate higher expression between cohorts and among genes. Fold change and p-values calculated via the REST2009 method. Error bars represent standard error. Insulin-like growth factor II (IGF2, A), alcohol dehydrogenase, iron containing 1 (ADHFE1, B), coiled-coil domain containing 3 (CCDC3, C), sodium channel, voltage-gated, type I, beta (SCN1B, D), angiotensin II receptor, type 1 (AGTR1, E), n-myc downstream-regulated gene family member 2 (NDRG2, F), fructose-1,6-bisphosphatase 1 (FBP1, G), and IGF2 mRNA binding protein 1 (IMP1, H).

We observed significant down-regulation of insulin-like growth factor II (IGF2, fold change = 18.52, p = 0.003, Figure 2A) in our poor-responder cohort (DFI < 100). Other significantly down-regulated genes in the DFI < 100 cohort were: alcohol dehydrogenase, iron containing 1 (ADHFE1, fold change = 3.56, p = 0.001, Figure 2B), coiled-coil domain containing 3 (CCDC3, fold change = 7.30, p < 0.001, Figure 2C), sodium channel, voltage-gated, type I, beta (SCN1B, fold change= 3.72, p = 0.002, Figure 2D), angiotensin II receptor, type 1 (AGTR1, fold change = 7.14, p = 0.003, Figure 2E), and n-myc downstream-regulated gene family member 2 (NDRG2, fold change = 4.29, p = 0.005, Figure 2F). Up-regulated genes in the DFI < 100 cohort were: fructose-1,6-bisphosphatase 1 (FBP1, fold change = 5.94, p = 0.006, Figure 2G) and IGF2 mRNA binding protein 1 (IMP1, fold change = 6.81, p = 0.047, Figure 2H). The remaining 28 genes displayed qRT-PCR fold changes similar in amplitude and direction to at least one of the applicable Affymetrix probesets with only one exception. Although these genes did not meet significance criteria on qRT-PCR, there is a strong correlation between the qRT-PCR data and the microarray data (data not shown).

### Pathway Analysis

Pathway analysis was utilized to examine the microarray data in a biologically relevant manner and to rule out the false positives commonly found in fold change analysis. To select differentially-expressed genes from the greater-than 40,000 probesets in an unbiased fashion, we utilized the J5 metric as described previously [29]. For the PLIER-processed data, this yielded 3179 total probesets and 1783 unique annotated or identifiable gene identities with human homologs. 

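On the linear PLIER values, the J5 metric was largest in size for strongly expressed genes. Among the genes the paper names, it was 44.4 for SPP1 (osteopontin), 43.1 for CDO1 and 38.0 for the collagenase MMP13, and -24.8 for CXCL14, -24.2 for the collagen gene COL1A1 and -22.8 for fibulin 1 (FBLN1), negative where the DFI < 100 cohort was lower. On the log2 values the same genes had J5 values of 2.00, 5.79, 3.24, -6.44, -0.560 and -3.31, and dim genes came first, with -24.5 for SNAP25. J5 is the difference of the cohort means divided by the mean absolute difference over all probesets, and it has no p. A value beyond 4 was reached by 1628 probesets on the log2 scale, 743 higher and 885 lower in the DFI < 100 cohort, which stand for 873 named genes. Of these probesets, 97.0% lay near background. On the linear scale 2539 probesets of 1374 named genes reached it, 1194 higher and 1345 lower, and 4.02% lay near background. The scales shared 79 probesets. When a probeset had to be selected in each of 4 rounds that each left out 1 of 4 parts of the dogs, 366 were left on the log2 scale and 849 on the linear scale.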

The RMA-processed data yielded 1374 total probesets with 764 unique identifiers. Probesets that were not associated with a human homolog in the Affymetrix or DAVID databases were hand-annotated, where possible, using NCBI BLAST and/or UCSC BLAT. These datasets were then analyzed with the MetaCore platform to assign functional pathways to each individual dataset as well as to the identifiers common to both PLIER and RMA datasets. Figure 3 displays significantly altered pathways (p < 0.001) by ascending p-value for PLIER (a), RMA (b), and combined RMA/PLIER (c) analyses. Sixty-nine significant pathways were identified using the PLIER dataset (Figure 3A) and eight significant pathways were identified using the RMA dataset (Figure 3B). Analysis of identifiers common to both RMA and PLIER datasets yielded 379 shared identifiers and ten significant pathways (Figure 3C).

**Figure 3:**
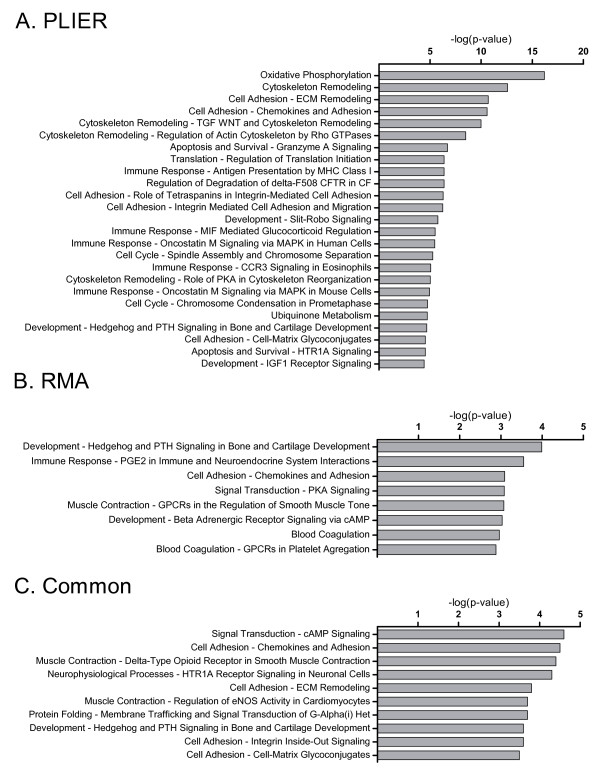
**Pathway analysis, most significant pathways**. Top ranked pathways from GeneGo MetaCore pathway analysis following probeset selection with GEDA's J5 metric. Pathways are ranked based upon p-value, bars represent inverse log of the p-value. (A) Top 25 pathways generated from PLIER preprocessed array data (of 69 meeting significance criteria of p < 0.001). (B) Eight significant pathways generated from RMA preprocessed array data. (C) Top ten significant pathways from an analysis considering only genes common to both RMA and PLIER scoops.

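Genes of oxidative phosphorylation, which make the complexes of the mitochondrial respiratory chain, ran higher in the DFI < 100 cohort, and genes of the extracellular matrix and integrin adhesion ran lower. Of 60 genes of oxidative phosphorylation measured, 51 were higher and 9 lower, with a median log2 difference of 0.16. NDUFA10 of complex I stood at 9.63 ± 0.24 (SD, n = 8) against 8.96 ± 0.49 (SD, n = 7) and CYC1 of complex III at 10.51 ± 0.41 against 9.84 ± 0.35. Of 43 genes of matrix and adhesion, 31 were lower and 12 higher, with a median of -0.25. The integrin genes ITGB1, ITGB5 and ITGA1 differed by -0.53 (standard error 0.22), -0.53 (standard error 0.22) and -1.28 (standard error 0.40), the last near background. The adjusted p from limma's camera over 40 lists, with a preset correlation between genes, was 3.04e-05 for oxidative phosphorylation and 0.0151 for matrix and adhesion. With an estimated correlation both had an adjusted p = 0.981. The mean over the matrix and adhesion list was 8.85 ± 0.28 (SD) against 9.05 ± 0.42. The 2-sided exact permutation test of the dogs gave p = 0.314 for it. No member of either list passed an adjusted p of 0.05 in limma, over all probesets or adjusted over the list alone, and at an unadjusted p under 0.05 there were 4 in each.

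**Figure D3:**
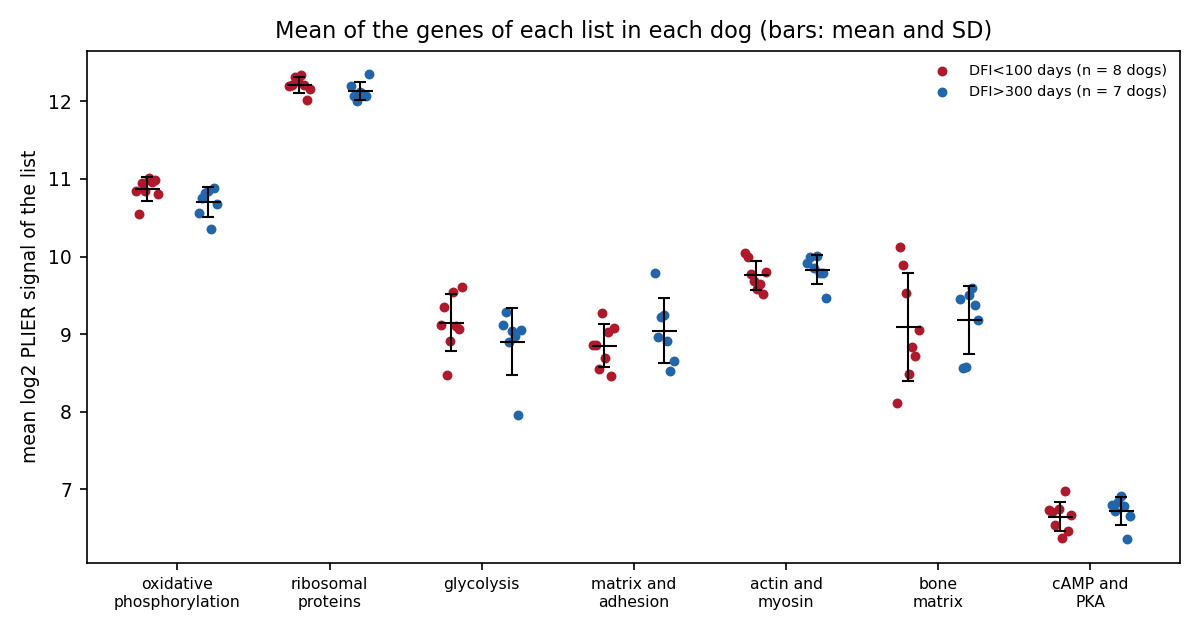
Mean log2 PLIER signal of the genes of 7 lists in each of the 8 DFI < 100 and 7 DFI > 300 dogs (points), with the mean and SD of each cohort (bars). The cohorts overlap for every list drawn.

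Bone, signaling and immune lists did not pass the test. Of 17 genes of osteoblasts and bone matrix, 7 were higher and 10 lower (median -0.10), and the bone morphogenetic protein BMP2 differed by -0.58 (standard error 0.35). Of 38 genes of cAMP and protein kinase A signaling, 17 were higher and 21 lower (median -0.03). Interferon response genes were higher for 7 and lower for 16 (median -0.24), among them IFI44 with a difference of -0.93 (standard error 0.46). The camera adjusted p of the bone, cAMP and interferon lists was 0.277, 0.417 and 0.277. With age as a covariate the osteoblast and bone matrix list and the interferon response list passed, both lower in the DFI < 100 cohort, as did the bone list without Greyhounds and the interferon list without dog 184844. The matrix and adhesion list lost its call with the ratio of 3 prime to 5 prime controls as a covariate and without dog 184844, 212759, 168327 (median -0.15) or 180223 (-0.14). Camera called oxidative phosphorylation in 40 and matrix and adhesion in 29 of 100 splits of the dogs, the real one included. Chemokines and their receptors were higher for 18 and lower for 10, with a median of 0.12, and CXCL12 among them differed by -1.30 (standard error 0.78), or -0.84 without dog 208513. The chemokine list had an adjusted p of 0.648, and the lists of MHC class I and class II presentation 0.689 and 0.973. The macrophage, T and NK cell, B and plasma cell and neutrophil lists had adjusted p values of 0.886, 0.977, 0.417 and 0.576, and the macrophage list passed without dog 180119 (adjusted p = 0.0118). Adjusted over the list alone, 1 T and NK cell gene, TRAT1, and 1 B and plasma cell gene, TNFRSF13B, passed, both near background, and 0 passed over all probesets. TRAT1 differed by 0.69 (standard error 0.17) and TNFRSF13B by 0.46 (standard error 0.13).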

The pathway expression differences between good and poor responders primarily involved genes associated with oxidative phosphorylation, bone development, cAMP/Protein Kinase A (PKA) signaling, cell adhesion, cytoskeletal remodeling and immune response. 

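Genes of these groups went both ways between the cohorts. Of 19 matrix metalloproteinase genes, 9 were higher and 10 lower in the DFI < 100 cohort, and the collagenase MMP13 differed by 0.99 (standard error 0.79) at a high signal, with means of 12.12 ± 1.06 and 11.12 ± 2.10, and by 0.30 without dog 193231. Of 34 genes of TGF-beta and BMP signaling, 15 were higher and 19 lower, with a difference of 0.84 (standard error 0.26) for SMAD7, an inhibitor of this signaling that lies near background here. Of 46 WNT signaling genes, 25 were higher and 21 lower, 31 of them near background. Of 25 NF-kB targets, 10 were higher and 15 lower. Of 44 genes of the actin and myosin cytoskeleton, 31 were lower and 13 higher, with MYL9, a myosin light chain, at -0.81 (standard error 0.36) and MYH9, a myosin heavy chain, at -0.46 (standard error 0.24). The median differences of these lists were -0.0039, -0.04, 0.04, -0.0097 and -0.06. Their camera adjusted p values were 0.992, 0.681, 0.973, 0.808 and 0.154, so none passed 0.05. The actin and myosin list passed, lower in the DFI < 100 cohort, with array weights, without Greyhounds, and without dog 153599 (median -0.09), 173175 (-0.09) or 208513 (-0.13). The mean difference has the opposite sign to the median for the metalloproteinases (0.13) and the WNT genes (-0.02).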

Many of the pathways show modulation in commonly observed "cancer" signatures including matrix metalloproteinases, transforming growth factors, wingless-type MMTV integration site family members (WNTs) and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) downstream targets, as well as actin and myosin cytoskeletal components (data not shown and Additional Files 1, 2).

### qRT-PCR Analysis of the Hedgehog Pathway

The identification of hedgehog pathway components in each pathway (Figure 4) and fold change analysis (HHIP, Figure 1A and 1B), led us to examine expression of nine genes in the pathway via qRT-PCR: hedgehog interacting protein (HHIP), patched (PTCH1 and PTCH2), smoothened (SMO), glioma-associated oncogene family zinc fingers (GLI1 and GLI3), and hedgehog ligands (DHH, SHH, and IHH). Three of these genes, DHH, SMO, and PTCH2, demonstrated significant down-regulation in the poor-responder cohort (Figure 5). 

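HHIP, which binds hedgehog ligands and restrains the pathway, had a higher mean in the DFI < 100 cohort, 4.22 ± 3.96 (SD, n = 8), than in the DFI > 300 cohort, 2.61 ± 1.33 (SD, n = 7), with a difference of 1.61 (standard error 1.47) and an adjusted p of 0.999 from limma. Dog 153599 of the DFI < 100 cohort lay at -4.65, and the other 7 dogs of that cohort between 3.50 and 9.10. The difference was 2.88 without that dog and 0.91 without dog 208911, which lay at 9.10. The receptor gene PTCH1 differed by 0.04 (standard error 0.35), the transcription factor genes GLI1 and GLI3 by -0.04 (standard error 0.41) and -0.04 (standard error 0.20), and the ligand gene IHH by 0.25 (standard error 0.20), or 0.13 without dog 190030. The sign turned when 1 dog was left out for PTCH1 (-0.07 without 180223, 0.32 without 208756), GLI1 (0.17 without 208513, -0.20 without 193231) and GLI3 (0.02 without 208911, -0.19 without 173175). All of these genes lay near background on the arrays.

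**Figure D4:**
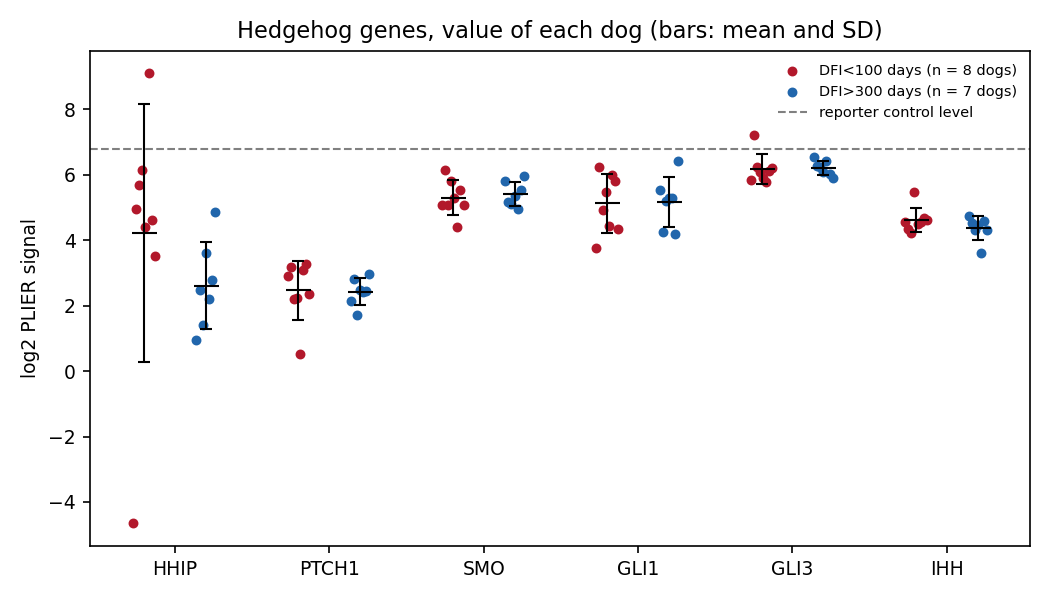
Log2 PLIER signal of 6 hedgehog genes in each of the 8 DFI < 100 and 7 DFI > 300 dogs (points), with the mean and SD of each cohort (bars) and the level of the reporter controls (dashed line). The mean of every gene lies below the line in both cohorts.

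Of 12 genes of hedgehog signaling measured, 6 were higher and 6 lower in the DFI < 100 cohort, and 11 lay near background. The median difference was -0.01 and the mean 0.13, of opposite sign, and the camera adjusted p of the list was 0.894. Averaged over the list, the log2 value was 5.12 ± 0.52 (SD, n = 8) in the DFI < 100 dogs and 4.98 ± 0.24 (SD, n = 7) in the DFI > 300 dogs (2-sided exact permutation test, p = 0.586). HHIP was chosen by the study on these arrays, so its own direction in the list is not independent evidence. Without it the median difference was -0.04 (exact permutation p = 0.983).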

Sonic hedgehog was unexpressed in 17 of 20 samples and only minimally expressed in the remaining three (Figure 5 inset).

**Figure 4:**
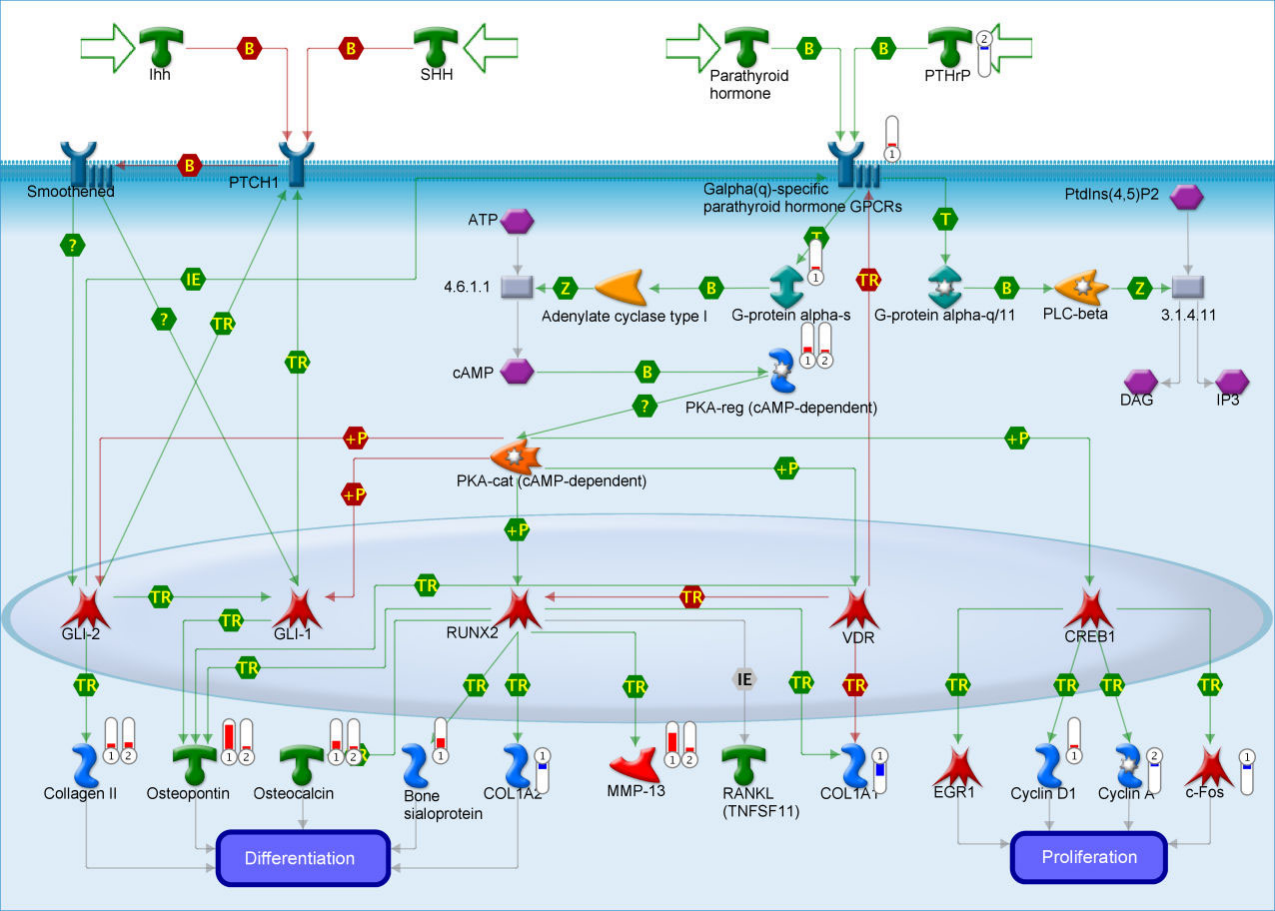
**Hedgehog and Parathyroid Hormone Signaling Pathways in Bone and Cartilage Development**. Red symbols indicate degree of up-regulation of gene target in DFI < 100 days relative to DFI > 300 days, blue symbols indicate relative down-regulation. Numbers in symbols indicate specific array processing algorithm, 1 = PLIER, 2 = RMA.

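Bone matrix genes of this map were among the brightest on the arrays. SPP1 (osteopontin) stood at 12.43 ± 1.00 (SD, n = 8) in the DFI < 100 dogs and 11.82 ± 1.16 (SD, n = 7) in the DFI > 300 dogs, and IBSP (bone sialoprotein) at 11.38 ± 1.57 and 11.11 ± 1.85. The type I collagen genes COL1A1 (13.00 ± 0.18 against 13.17 ± 0.10) and COL1A2 (13.59 ± 0.13 against 13.69 ± 0.02) differed by -0.17 (standard error 0.11) and -0.09 (standard error 0.10). Without dog 193231 the difference of SPP1 was 0.30, and without dog 208756 it was 0.94. BGLAP (osteocalcin) and COL2A1, the type II collagen of cartilage, lay near background and varied widely, with differences of 0.45 (standard error 1.17) and 3.70 (standard error 2.19). Without dog 190030 that of COL2A1 was 1.90. COL2A1 had a second probeset with a difference of -0.99, which turned to 0.53 without dog 208911. The transcription factor genes RUNX2 and FOS differed by 0.11 (standard error 0.42) and -0.08 (standard error 0.70). Of the cyclin genes, CCND1 differed by -0.03 (standard error 0.38), or -0.32 without dog 204714. The cyclin A symbol of this map is marked for RMA values only, which were not analysed here. On the PLIER values CCNA1 differed by -0.34 (standard error 0.28) near background, or -0.07 without dog 208513, and CCNA2 by 0.55 (standard error 0.30). GNAS, the G protein subunit that activates adenylate cyclase, differed by 0.06 (standard error 0.18). The sign turned when 1 dog was left out for IBSP (-0.33 without 180223), BGLAP (-0.44 without 173175), RUNX2 (-0.10 without 180223), FOS (0.30 without 180119), CCND1 (0.10 without 153599) and GNAS (-0.02 without 180223), and COL1A2 differed by -0.05 without dog 208911. None of these differences passed an adjusted p of 0.05 in limma, where the lowest over all probesets was 0.999. With all dogs, each except those of COL1A1, COL2A1, SPP1, CCNA1 and CCNA2 was smaller than its standard error.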

**Figure 5:**
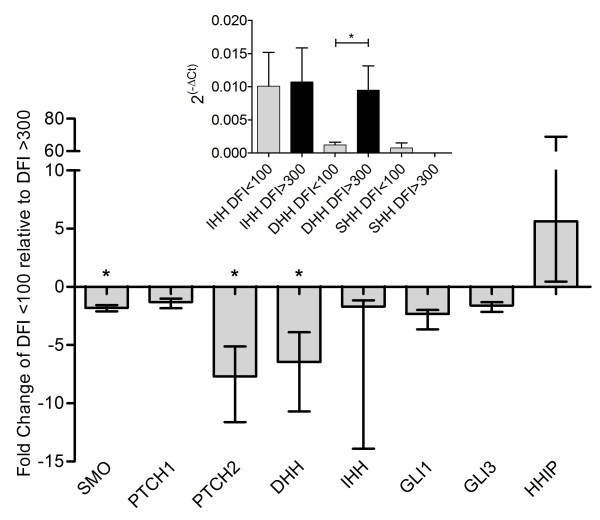
**qRT-PCR analysis of the Hedgehog pathway**. Fold change from qRT-PCR of eight genes in the hedgehog pathway. Genes were selected for analysis based upon significance of the hedgehog pathway in pathway analysis. Fold change calculated via the 2^(-ΔΔCt) ^method (* = p < 0.05). Error bars represent standard deviation and are asymmetrical due to the exponential fold change calculations. Inset: expression represented as 2^(-ΔCt) ^for hedgehog ligands, error bars represent standard error.

### Data Classification

Four classification models were generated based on the qRT-PCR gene expression patterns of fifteen genes, the eleven significant genes plus four genes that were members of the Hedgehog signaling pathway or were selected in the fold-change analysis of both the RMA and PLIER normalized data sets: GLI3, HHIP, RAN binding protein 3-like (RANBP3L) and peptidoglycan recognition protein 1 (PGLYRP1). The accuracies for each of these models during model generation and cross validation are listed (Table 3). Stratified cross-validation in each of these models was repeated 10 times using 90% of the samples to train the model and 10% to test the model. The J48 decision tree selected two genes that were most predictive for all samples: ADHFE1 and NDRG2. It successfully predicted cohort for all of the 20 samples. When the same model was built with stratified cross-validation using 90% of samples to train the model and 10% to test the model, it predicted cohort with a 75% success rate. A Support Vector Machine algorithm was used to generate two models. The first, incorporating all 15 genes, predicted cohort with a 100% success rate and 90% in cross-validation. The second SVM model incorporated only the 3 most heavily weighted genes from the previous model, CCDC3, FBP1 and ADHFE1. It also predicted cohort with 100% success rate and 90% in cross-validation. Logistic regression including the three most predictive genes from the SVM model predicted cohort with a 100% success rate and 90% in cross-validation.

**Table 3:** Results of classification modeling.

	Classifier Model			
	J48 Decision Tree (15 Genes)	Support Vector Machine (15 Genes)	Logistic Regression (3 Genes)	Support Vector Machine (3 Genes)
Full Training Set^a^	100%^c^	100%	100%	100%
Stratified Cross-Validation^b^	75%	90%	90%	90%

^a ^Full training sets included data for all 20 samples to both build and test the model.

^b ^Stratified cross-validation models were built with 90% of the samples and tested with the remaining 10% through multiple iterations.

^c ^Percent of samples correctly classified by the model.

## Discussion

In this study, we analyzed gene expression in chemotherapy-naïve primary OSA tumors from 20 dogs with the aim of identifying a gene signature of aggressive metastasis and/or resistance to chemotherapy following definitive treatment with limb amputation and adjuvant therapy with doxorubicin and/or a platinum drug. The purpose of this aim was 3-fold. First, it provides a basis for development of a prognostic screen; such a tool would be of great value to the clinicians diagnosing and treating the more than 8,000 new cases of canine OSA every year. Additionally, pet owners would benefit greatly from a more accurate projected survival time when weighing their dog's quality of life and their own monetary obligations in treatment decisions. Secondly, analysis of gene signatures may allow elucidation of single genes or genetic pathways that may be manipulated for treatment purposes. Finally, dogs are an excellent model for human OSA and identification of markers and pathways leading to disease progression and resistance to therapy in dogs may be translated to the pediatric clinical setting to improve prognosis and treatment of human OSA.

We utilized qRT-PCR to confirm the differential expression of eleven genes between primary OSA from good (DFI > 300 days) and poor (DFI < 100 days) responding dogs (Figs. 2 and 5). Transcriptional profiles of an additional 28 genes selected from fold change analysis of the microarray data were assessed via qRT-PCR and, although differential expression was observed in many, significance criteria for the qRT-PCR analysis were not met (data not shown). Nineteen of these qRT-PCR targets were selected for analysis before pathologist review identified one of the "tumors" as hyperplastic tissue without neoplasia. Removal of that sample and subsequent reprocessing of microarray data removed some of these targets from the RMA and PLIER fold change lists. Despite their failure to achieve significance in our fold-change analysis, the qRT-PCR data for these targets still correlates strongly with the array data on a sample-by-sample basis. Two of these genes, IMP1 and AGTR1, were verified as differentially expressed by qRT-PCR analysis (Figure 2), possibly due to the increased sample number used in each group for this analysis. From the additional 28 genes that failed to show statistically significant differences by qRT-PCR, eleven of these gene targets were selected by the fold change analysis of either RMA or PLIER processed data shown in Figure 1. The failure of these gene targets to reach significance in the qRT-PCR analysis may reflect the variability in microarray preprocessing algorithms as well as differences in expression values based on primer design as primers used in this study were not designed to align with Affymetrix probe locations. In addition, since our qRT-PCR analysis used a larger number of samples than the microarray study, some of the microarray hits may have been false positives that have now been removed from the list of putative biomarkers thanks to the qRT-PCR analysis.

Although these genes were primarily assessed by qRT-PCR for their prognostic potential, they may also have functional roles in metastatic progression and resistance to chemotherapy. IMP1 (6.93 fold up-regulated in the poor-responders), also known as IGF2BP1 and not to be confused with the family of IGF binding proteins, is a member of a family of three oncofetal proteins (IMP1-3) whose function is to bind and regulate mRNA stability in the cytoplasm during development. IMP1 expression is stimulated by Wnt/β-catenin signaling and has many regulatory targets, some of which are implicated in cancer: stabilization of c-myc [34,35] and CD44 mRNAs [36], translational suppression of IGF2 [37], and localization of β-actin mRNA to sites of actin polymerization [38]. These targets can affect cell growth and survival as well as metastatic mechanisms such as invadopodia formation and cell adhesion [39]. IMP1 over-expression has been associated with poor prognosis in numerous cancer types including human ovarian and colorectal carcinomas [39,40].

IGF2 (15.4 fold down-regulated in the poor-responders) has been shown to be down-regulated in response to IMP1 as well as to hedgehog pathway inhibition and the observed alterations in these factors/pathways may account for some down-regulation of IGF2 [41]. Additionally, IGF2 expression is modulated by numerous other factors including parathyroid hormone (PTH), cortisol, and transforming growth factor beta (TGF-β) [42]. Finally, our pathway analysis shows reduction in PTH related protein (PTHrP) and subsequent modulation of the PTH pathway suggesting IGF2 may be comparatively under-expressed in poor-responders due to decreased PTHrP expression in that cohort. It is important to note that the observed down-regulation of IGF2 (and all other genes discussed here) is relative between cohorts and that the mRNA was expressed in all samples, but to a lesser degree in poor-responders.

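In Fig. 4 the symbol of the PTH related protein is marked for RMA values only, which were not analysed here. On the PLIER values PTHLH, the gene of the PTH related protein, stood at a log2 value of 5.46 ± 1.02 (SD, n = 8) in the DFI < 100 dogs and 6.34 ± 1.90 (SD, n = 7) in the DFI > 300 dogs. The difference of -0.88 (standard error 0.72) had an adjusted p of 0.999 from limma, at values near background, and was -0.41 without dog 188084. PTH1R, the receptor of both PTH and its related protein, was well above background and stood at 9.95 ± 0.93 against 9.90 ± 0.43, a difference of 0.05 (standard error 0.37) that turned to -0.18 without dog 204714. PTH itself lay near background, with a difference of 0.15 (standard error 0.15), or 0.07 without dog 193231 and 0.22 without dog 208911.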

FBP1 (5.94 fold up-regulated in the poor-responders) is involved in gluconeogenesis and is expressed in the liver and, to a lesser extent, most other cell types. Its action opposes that of phosphofructokinase and its expression can lead to increased cellular glutathione and an apoptosis-resistant phenotype [43]. Bigl and colleagues examined FBP1 expression in several types of breast cancer and found it to be up-regulated in invasive lobular carcinoma when compared to normal tissue but down-regulated in other tumor types suggesting a variable role depending on tumor type [44].

ADHFE1 is an iron-activated alcohol dehydrogenase with widely conserved motifs that is found in multiple tissue types. It has been shown to oxidize gamma-hydroxybutyrate and is 3.50 fold down-regulated in the poor-responders [45]. CCDC3, also down-regulated in the poor-responders (7.10 fold), encodes a 270 amino acid protein with a putative coiled-coil domain near the C-terminus. Recent reports indicate that this protein is secreted by both adipocytes and endothelial cells and is under both hormonal and nutritional control [46]. Interestingly, CCDC3 was identified as a factor contributing to ifosfamide resistance in a mouse xenograft model using human OSA cell lines. Bruheim and colleagues reported a 40-fold down-regulation of this gene in resistant tumor cells[47]. As none of the dogs in the current study received ifosfamide, this gene may contribute generally to both metastasis and chemotherapeutic resistance.

Chioni *et al*. recently elucidated a role for SCN1B in cellular adhesion and migration in breast cancer cell lines. Their mildly metastatic cell line demonstrated increased expression of SCN1B compared to the highly metastatic cell line; furthermore, siRNA-mediated knockdown of SCN1B decreased adhesion and increased migration in the mildly metastatic line [48]. Our observed 3.70 fold down-regulation of SCN1B in the poor-responders indicates that the tumor environment may become more pro-migratory due to reduced expression of this factor.

The putative tumor suppressor gene NDRG2 (4.57 fold down-regulated in the poor-responders) is expressed in an inverse relationship to proliferation in normal tissues and has been observed to be down-regulated in numerous tumor types, especially in response to myc oncogene expression (See [49] for review). Recent cytogenetic analysis of canine OSA revealed breed independent myc amplification in 40% of the cases, suggesting this is a common chromosomal aberration in both canine [9] and human OSA [50]. Tepel and colleagues demonstrated epigenetic promoter modifications as a mechanism for suppression of this gene in glioblastoma [51]. Recent evidence has identified numerous mechanisms by which NDRG2 acts as a tumor suppressor and invasion attenuator: anti-proliferative suppression of AP-1 in colorectal carcinoma [52], anti-invasive suppression of NF-κB in fibrosarcoma and melanoma cell lines [53], pro-apoptotic involvement in the p53 pathway [54], and reduction in invasion and intracellular β-catenin in NDRG2-transfected cell lines [55]. Kim and colleagues demonstrated that NDRG2 expression decreases with increasing tumor stage in colon carcinoma, indicating that this may be an excellent marker for molecular staging [55]. Furthermore, recent studies have shown that the myc oncogene stimulates mitochondrial glutaminolysis resulting in reprogramming of mitochondrial metabolism to depend on glutamine catabolism to sustain cellular viability [56]. 

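MYC had a log2 value of 7.19 ± 0.75 (SD, n = 8) in the DFI < 100 dogs and 6.47 ± 0.78 (SD, n = 7) in the DFI > 300 dogs, a difference of 0.71 (standard error 0.38) with an adjusted p of 0.999 from limma. Genes of ribosome biogenesis and MYC targets ran higher in the DFI < 100 cohort, with 16 of 21 higher, 5 lower and a median difference of 0.24. Among them were NCL (nucleolin), with a difference of 0.41 (standard error 0.17), and MYBBP1A, with 0.85 (standard error 0.39). The list passed camera with a preset correlation (adjusted p = 0.0151) and did not with an estimated correlation (adjusted p = 0.981). It also lost its call with age as a covariate, without Greyhounds, and without dog 184844, 223986, 168327, 180119 (median 0.15) or 190030 (0.13). Averaged over the list, the value was 9.06 ± 0.23 (SD, n = 8) against 8.82 ± 0.45 (SD, n = 7), with p = 0.212 in a 2-sided exact permutation test of the dogs. The respiratory chain genes NDUFC2 of complex I and UQCRQ of complex III differed by 0.38 (standard error 0.16) and 0.42 (standard error 0.18).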

In support of this hypothesis, our pathway analysis associated both upregulation of the myc oncogene and alterations in mitochondrial oxidative phosphorylation with poor outcome.

To identify the prognostic potential of these genes, we built several classification models to identify genes with the most predictive power. Of the four models tested, all classified the samples with 100% accuracy when the model was built from all 20 samples. However, when stratified cross-validation was used, the two SVMs and the linear regression model were 90% correct whereas the J48 decision tree was only 75% correct. These stratified cross-validation results are generally thought to more accurately reflect results in subsequent applications of the model. The two SVM models classified with the same success rate regardless of whether built with all fifteen genes or the three most heavily weighted contributors, suggesting that CCDC3, ADHFE1 and FBP1 are highly predictive in this data set and are likely to be robust classifiers in future OSA studies.

While biomarker identification can be successful using traditional fold change methodology, as evidenced by our gene hits above, understanding of the processes of metastasis and chemoresistance can be furthered by all-inclusive pathway analysis. Thus, to eliminate some of the arbitrary nature of traditional fold change analysis, we also examined our microarray data via this methodology. Over 4,000 probesets were selected from microarray data using the J5 metric, annotated and converted to human identifiers using public-access tools including DAVID, and assigned to pathways with the GeneGo MetaCore program. This program assigns pathway significance based upon the number of genes represented within a pathway and the direction of change. The overwhelming benefit to this methodology is that change in a single gene will be ignored unless related genes also demonstrate altered expression. Thus, the downstream impact of chip anomalies, probeset inefficiencies and differences in preprocessing algorithms can be dramatically reduced. This type of analysis allows integration of the typical microarray methodology examining highly expressed genes with the systems biology approach of examining large numbers of genes, some of which may be expressed only at low levels despite their importance to a given pathway [28]. One pertinent example is PTEN deletion which was identified as a chromosomal aberration in 40% of canine OSA [9]. However, loss of PTEN was not detected in our fold change analysis, but was associated with poor outcome by pathway analysis (Additional File 2).

Although discussing each of the modulated pathways is beyond the scope of this study, some notable generalizations can be addressed. 

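Genes of matrix, adhesion and the cytoskeleton that J5 selected were mostly lower in the DFI < 100 cohort. On the linear PLIER values J5 selected 19 of 43 genes of the extracellular matrix and integrin adhesion, 15 of them lower, and 18 of 44 genes of the actin and myosin cytoskeleton, 15 of them lower. It selected 10 of 19 fibroblast markers, all lower, while over the whole list 8 were higher and 11 lower. The laminin gene LAMA5 differed by -0.77 (standard error 0.34) near background, the basement membrane collagen gene COL4A2 by -0.65 (standard error 0.42) and FAP, a marker of fibroblasts, by -0.82 (standard error 0.41). By the 1-sided Fisher's exact test against all 15115 named genes, adjusted over 40 lists, the p was 7.19e-09 for matrix and adhesion and 7.26e-08 for the cytoskeleton. On the log2 values neither was over-represented, and the 1 list that passed the same exact test was that of neutrophil and myeloid precursor genes (3 of 11 genes, all lower, adjusted p = 0.0432), which passed in 23 of 100 splits of the dogs. Dog 180119 of the DFI > 300 cohort had a mean of 6.98 over that list, and the others of its cohort ran from 3.68 to 4.75. Matrix and adhesion genes were over-represented among genes selected on linear values in 100 of 100 splits of the dogs into 8 and 7, the real one included.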

Cell adhesion and cytoskeletal remodeling are both strongly represented in pathways we have identified as significantly altered between our two cohorts; this suggests that the aggressiveness of tumor cells with regard to these two elements of metastasis may be just as important as chemoresistance mechanisms in this population. Bone-related developmental and immune-response pathways are also represented, much as one would expect in these osteoblastic/osteolytic tumors. Finally, cAMP/PKA signaling pathways also have strong representation in these analyses. 

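Enzymes and subunits of cAMP/PKA signaling went both ways between the cohorts. The adenylate cyclase gene ADCY2 differed by -0.99 (standard error 0.46), ADCY4 by -0.31 (standard error 0.14) near background and GNAI1, an inhibitory G protein subunit, by -0.63 (standard error 0.32), while ADCY9, another adenylate cyclase gene, differed by 0.32 (standard error 0.16), also near background. PRKAR1A, the PKA regulatory subunit 1α, stood at a log2 value of 10.22 ± 0.28 (SD, n = 8) in the DFI < 100 dogs and 10.14 ± 0.33 (SD, n = 7) in the DFI > 300 dogs, a difference of 0.08 (standard error 0.17) that fell to -0.01 without dog 168327 and was 0.15 without dog 193231. PRKAR2B, another regulatory subunit, differed by -0.53 (standard error 0.48) near background, by -0.33 without dog 168327 and by -0.80 without dog 208513. The adjusted p from limma was 0.999 for PRKAR1A. J5 on the linear values selected 5 of the 38 genes of the list, 1 higher and 4 lower, where 3.32 are expected (Fisher's exact test, adjusted p = 0.428).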

Similar alterations in cAMP/PKA signaling with upregulation of the PKA regulatory subunit 1α have been described in other cancers [57]. However, the differences between good and poor responders are notable and provide evidence for variation in molecular phenotype contributing to aggressiveness within the same histologic subtype of tumor.

The pathway analysis converged with the traditional fold change analysis at the hedgehog signaling pathway. The hedgehog signaling pathway appears to act upstream of Wnt/β-catenin signaling during bone development and aberrant hedgehog signaling has been associated with cancer development and progression [58]. As a result, we decided to examine other genes in the hedgehog pathway with qRT-PCR. Of the eight hedgehog-related genes examined, three were significantly down regulated in the poor responder cohort. These three genes, SMO, PTCH2 and DHH, where not identified on traditional fold change analysis and this is likely due to two factors. First, DHH is not annotated in the canine genome so primers were designed based on a region of the canine genome homologous to the gene in other species. Considering this, the Canine 2.0 microarray does not have a probe for this gene. 

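SMO, the transducer of the hedgehog signal, had a log2 value of 5.30 ± 0.54 (SD, n = 8) in the DFI < 100 dogs and 5.41 ± 0.38 (SD, n = 7) in the DFI > 300 dogs, below the 6.79 of the reporter controls. The difference was -0.11 (standard error 0.24), with an adjusted p of 0.999 from limma. It was -0.23 without dog 173175 and turned to 0.02 without dog 208911.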

Probes were present for the SMO and PTCH2 genes, however, in this study, raw array expression values for these genes were very low suggesting that the signal may be nearing the detection limit of the microarrays.

Hedgehog interacting protein (HHIP) was identified by fold change criteria in both RMA and PLIER preprocessed arrays. 

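The second probeset of HHIP gave 2.00 ± 4.98 (SD, n = 8) in the DFI < 100 dogs and -0.07 ± 3.22 (SD, n = 7) in the DFI > 300 dogs, a difference of 2.07 (standard error 2.05). On both probesets of HHIP the mean difference was above 3-fold, and neither had an unadjusted p under 0.05 in limma or in the methods' t-test. Without dog 173175 the second probeset differed by 3.63 with an unadjusted p of 0.0235, and without dog 208513 by 0.94 and without dog 208911 by 1.12.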

The up-regulation in the poor responder cohort was also observed as a trend in qRT-PCR but did not meet significance criteria. HHIP antagonizes all three of the hedgehog family of ligands (SHH, DHH and IHH) and has been shown to be down-regulated in numerous epithelial tumor types [59] with the notable exception of basal cell carcinoma where it is upregulated [60]. HHIP is also abundant in endothelial cells but is suppressed during angiogenesis through a VEGF mediated pathway [61]. The up-regulation of HHIP observed in our poor-responders likely has some causative relationship to the down-regulation of DHH and, through feedback loops, SMO and PTCH2 in the same cohort.

Three studies have examined gene expression in primary human OSA to identify chemotherapy-resistance signatures by comparing good and poor responders [62-64]. Among them, they identified over 200 differentially regulated genes but each gene set was unique to each study (i.e. there was no overlap in expression signatures). More recently, Walters and colleagues [65] assayed expression patterns in OSA cell lines with differing aggressiveness and identified 252 differentially regulated genes, four of which overlapped with the Mintz *et al*. study's gene signature [63]. This lack of similarity in expression patterns is observed in array analyses of various tumor types and is not at all surprising when one contemplates the differences in array preprocessing algorithms. Considering the disparity between the heat maps presented in Figure 1A and 1B, it is plausible that the exact same data processed in two different ways may yield two very different sets of candidate genes. Thus, in addition to traditional fold change analysis of microarray data for biomarker identification, a broader, unbiased systems-biology approach, such as we have done here, is likely to identify biological changes that can be reliably verified in multiple data sets. In fact, this approach was used to analyze multiple independent data sets to show that genes involved in the oxidative phosphorylation pathway were reduced in metastases compared to primary solid carcinomas [28]. Interestingly, in the current comparison of primary sarcomas, increased expression of genes in the oxidative phosphorylation pathway was associated with a poor outcome, suggesting that different metabolic factors may contribute to the initiation of metastasis from a primary tumor and the implantation and successful growth of metastasis at a distant site.

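Averaged over the 60 genes of oxidative phosphorylation, the log2 value was 10.87 ± 0.15 (SD, n = 8) in the DFI < 100 dogs and 10.70 ± 0.19 (SD, n = 7) in the DFI > 300 dogs. The cohorts overlapped, with 7 of the 8 DFI < 100 dogs above the median of the DFI > 300 dogs. The difference had an unadjusted p = 0.0777 in a 2-sided exact permutation test, or 0.998 adjusted over the lists. Dog 173175 of the DFI < 100 cohort had the lowest value of its cohort (10.54), and the others ran from 10.81 to 11.02. The 2 genes with the smallest p, NDUFA10 and CYC1, had values 1.59 and 1.60 times higher in the DFI < 100 cohort. COX8A of complex IV differed by 0.34 (standard error 0.17) and NDUFA11 of complex I by 0.29 (standard error 0.16). The median difference of the list lay at the 99.99th percentile of 10000 random lists of 60 genes matched on mean signal, whose median was 0.04. Such random lists lack the correlation between the genes of this one, estimated at 0.18, with which its camera adjusted p is 0.981, and the interferon list, which did not pass camera, lay at the 0.03rd percentile. J5 on the linear values selected 33 of the 60 genes, 29 of them higher and 4 lower in the DFI < 100 cohort. The list was over-represented among the genes J5 selected on linear values in 100 of 100 splits of the dogs, the real one included. On the log2 values J5 selected 0 of the 60. Each gene was counted by its brightest probeset, by which 295 of 15115 genes were selected on that scale.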

Given the small sample size of the study, we acknowledge that this data serves primarily as a road map for future studies. Our sample size was small primarily due to the stringent selection criteria set forth in Methods limiting our samples to dogs that had appendicular osteosarcoma, undergone amputation and received chemotherapy. Furthermore, we limited our samples to those from dogs with either very low or very high DFIs: the 100 and 300-day cutoffs were intended to straddle our facility's average DFI of 200 days. Selvarajah and colleagues recently studied gene expression in a group of dogs with OSA with good and poor outcome [66]. They utilized a larger sample size (n = 32) but included dogs with axial OSA as well as dogs that did not receive adjuvant chemotherapy. Although they did not observe differences in outcome due to these factors, previous studies have established an effect on DFI [2,3,5,7]. They also based their good and poor responder groups on survival time instead of DFI: this can greatly affect outcome groups in a field of medicine where euthanasia is practiced. Beyond study-design differences, we applied a systems-based model for biomarker/pathway discovery by using the J5 metric to enrich for high to medium expressing genes that are most appropriate for selection as diagnostic/prognostic biomarkers, as opposed to fold-change based input. Hand annotation of many probesets based upon sequence homology allowed us to input a very large and complete data set into the MetaCore pathway analysis. Despite these differences in study design and analysis methods, we identified some pathways with similarity to those they identified in their PANTHER analysis, including hedgehog signaling, WNT signaling and chemokine signaling. Considering the differences in chemotherapy requirements between the two studies, these pathways may be most indicative of increased metastatic potential as opposed to chemotherapeutic resistance.

Work by Paoloni and colleagues provides strong evidence for the validity of dogs as a model for human OSA. They found that canine and human OSA are more similar to each other than to normal tissues from the same species [10]. This, in concert with our growing body of knowledge regarding gene and pathway derangements in canine OSA provides insights into the mechanisms of OSA progression and chemoresistance.

## Conclusions

The present study has examined gene expression in primary canine OSA via both traditional fold change analysis and systems-based pathway analysis and found significant differences between dogs that responded poorly to chemotherapy following definitive treatment and dogs that responded well as evidenced by a long disease-free interval. This study has identified candidate biomarkers of aggressive tumors as well as pathways that are deranged in poor responders relative to good responders, opening the door for molecular prognostic screening in canine OSA and further molecular comparison between the human and canine disease. Although further studies, such as protein expression analysis will be necessary to solidify the role of these genes and pathways in OSA, targets identified here provide a strong foundation from which to identify druggable targets and markers of progression in OSA.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

LEO carried out all sample preparation and molecular genetics studies (excepting Affymetrix methods), analyzed data, performed pathway and statistical analyses and drafted the manuscript. AAP performed preliminary pathway analysis and taught LEO the methodology. DAK performed pathology review and reviewed hospital records for histology interpretation. JS created classification models. RST performed preliminary microarray data analysis and taught LEO the methodology. DLD conceived of the study design, participated in its coordination and helped to draft the manuscript. All authors read and contributed to the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/10/506/prepub

## Supplementary Material

Additional file 1 **Signal transduction - cAMP signaling**. Top scored pathway map in the analysis of gene targets common to both PLIER and RMA processing. Red symbols indicate degree of upregulation of gene target in DFI < 100 days relative to DFI > 300 days, blue symbols indicate relative down-regulation. Numbers in symbols indicate specific array processing algorithm, 1 = PLIER, 2 = RMA. Click here for file

Additional file 2 **Cell Adhesion- Chemokines and Adhesion.** Second scored pathway for the analysis of gene targets common to both PLIER and RMA processing. Red symbols indicate degree of upregulation of gene target in DFI < 100 days relative to DFI > 300 days, blue symbols indicate relative down-regulation. Numbers in symbols indicate specific array processing algorithm, 1 = PLIER, 2 = RMA. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

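Primary osteosarcomas of 15 dogs were measured on Affymetrix Canine 2.0 arrays, 1 array per dog, 8 from dogs with a disease free interval (DFI) under 100 days and 7 from dogs with one over 300 days. The authors selected RNA by its integrity, hybridised the arrays in 2 batches, removed 1 sample after review by a pathologist and summarised the probes of each probeset with PLIER in Affymetrix Expression Console, for which no version is given. As deposited, the values are intensities, 1 PLIER signal per probeset and array on the linear scale. The normalization of the probes before PLIER and the batch of each array are not given in the sources used here, so no comparison within batches could be made. RMA values and the qRT-PCR data were not analysed here. The dogs were grouped by the cohort in the sample labels, and DFI, sex, subtype and drug were taken from Table 1 by the dog's number.

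Of 43035 probesets, 175 controls (111 of Affymetrix and 64 for reporter sequences) were left out. The log2 of the other 42860 was taken with no offset, and the cohorts were compared with limma 3.58.1 in R 4.3.3 by a linear model and moderated test, with p adjusted by Benjamini-Hochberg over the 42860 probesets. The fold change criteria were a fold above 3 between the mean log2 values and an unadjusted p under 0.05. The unpaired 2-tailed test of the methods, with equal variances, was run beside limma and is called the methods' t-test. The selected probesets were clustered by average linkage on Euclidean distances and parted into 2 clusters. J5 was the difference of the cohort means divided by the mean absolute difference over all probesets, on log2 and on linear values, with a threshold of 4, and how the jackknife of the methods was applied is not clear from the text. A probeset was called near background when its mean log2 value was at or under 6.79, the 95th percentile of the 64 reporter controls averaged over the arrays. Arrays have no depth, and their number limits the precision.

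Before the data were examined, 40 lists of genes for pathways, complexes and cell types were fixed, each with at least 5 genes measured. They were tested with limma's camera at a preset correlation between genes of 0.01, and again with a correlation estimated for each list. Each gene stood for its probeset with the highest mean. The mean of each list in each dog was compared by a 2-sided exact permutation test over all 6435 splits of the 15 dogs into 8 and 7. Its p is not adjusted over the lists unless this is stated. The lists were also tested with limma's fry. Lists were tested among J5-selected genes with a 1-sided Fisher's exact test against all 15115 named genes. Oxidative phosphorylation and other lists were also set beside 10000 random lists of the same size and mean signal. Comparisons across probesets and lists were repeated on 100 splits of the dogs, the real one included.

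The rule for the genes named in the text was fixed at the same time. It takes every gene the paper names in its text, tables, legends or figures, the 15 higher and 15 lower probesets with the smallest p among named probesets with a fold above 3 and a mean above the median probeset, and the members with the smallest p of each list described. Not every gene the rule takes is described, and RB1, KIT, WT1 and CD44 are among those left out. Names in Fig. 1 were read by eye. Fewer than 15 probesets met the second part in each direction, 7 higher and 8 lower. The alternatives were the methods' t-test, limma with a trend and robust fit, an offset of 16, quantile normalization, only probesets above the median by mean, array weights, age, sex, the first principal component or the ratio of 3 prime to 5 prime controls as a covariate, osteoblastic tumors only, no Greyhounds, each dog left out in turn, fold from arithmetic means, a fold above 2, other linkage and scaling, the scale and jackknife of J5, and the mean of all probesets of a gene. Chosen after the data were seen were the restriction to probesets above the reporter level, the jackknife on linear values, the estimated correlation for oxidative phosphorylation alone, the hedgehog list without HHIP, and arithmetic means with the methods' t-test.

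The steps were tested on simulated data, made from the residuals of the 15 arrays with differences added to 100 probesets of each size. A difference of 1 on the log2 scale passed an adjusted p of 0.05 for 36% of these probesets with limma and 31% with the methods' t-test, and one of 2 for 92% and 89%. No share was obtained for probesets near background, where most probesets lie. These shares are therefore not the power of the real comparison. Of the probesets given no difference in these data, 195 met the fold change criteria, 176 of them near background. Of the probesets given none, 29 passed the adjusted p in limma. Camera with the preset correlation called the list given a difference of 0.5, and also 5 of the lists given none, while with an estimated correlation the list given a difference had an adjusted p of 0.721 and was missed. No check of the dogs' sex could be made, since the annotation names no probeset for the genes of that check.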

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

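Chosen after the results were seen were the tests of DLA88 and those of age and of RNA quality for oxidative phosphorylation. So were the signal of J5-selected probesets on log2 values and the splits of the dogs for the adjusted p. The splits for the J5-selected probesets on log2 values and their lists were also chosen after. The splits for the other results of this section were chosen before.

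The number of probesets that met the fold change criteria was compared with other splits of the dogs into 8 and 7. So was the clustering of the dogs on the selected probesets. SNAP25, IGF2 and FBP1 were among the genes that met the criteria, and no gene was tested on its own in the splits. The paper found IGF2 and FBP1 to differ by qRT-PCR, which was not analysed here. As many probesets as the 148 of the real split met the fold change criteria in 73 of 100 splits, the highest other being 387, and 62 of 100 splits gave as many as the real 22 when only the selected probesets above the median signal were counted, the highest other being 148, so chance cannot be excluded. Selection and clustering placed all 15 dogs with their own group in 100 of 100 splits (highest other 15), and the share of selected probesets near background was as large as the real 91.9% in 49 of 100 (highest other 98.5%), so both may come from selecting by cohort on log2 PLIER values. At an adjusted p under 0.05 there were 0 probesets in limma and 0 in the methods' t-test, against 1578 and 1567 at an unadjusted p, and since any split reaches 0, the 100 of 100 that gave as many (highest other 2) decide nothing. The highest counts of selected probesets in other splits, 387 and 148, lay above the real 148 and 22, and the cause was not tested. A difference between the cohorts stays open beside chance.

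Oxidative phosphorylation and 4 other lists passed camera with the preset correlation, and none passed with an estimated correlation, where the lowest adjusted p was 0.981. In 67 of 100 splits as many lists passed as the real 5 (highest other 19), and in 12 of 100 the camera p of oxidative phosphorylation was as small as the real 7.59e-07 (lowest other 2.37e-14), so chance cannot be excluded. J5 selected as many probesets as the real 1628 in 28 of 100 splits (highest other 1735) and as many lists as the real 1 in 58 (highest other 8), where strongly expressed genes are argued against by a median signal at the 3.46th percentile. On linear values 60 of 100 splits gave as many lists as the real 16 (highest other 20), which may come from J5 picking strongly expressed genes whatever the split. The tables argue against age and against RNA quality as the whole cause of the difference in oxidative phosphorylation, since its median was 0.22 with age as a covariate and 0.18 with the ratio of 3 prime to 5 prime controls, against 0.16 without, and the list stayed past the camera threshold, while a higher level of respiratory chain transcripts in the DFI < 100 cohort stays open beside chance, as does the batch of the arrays.

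DLA88, a classical MHC class I gene of the dog that the paper does not discuss, had a probeset with a log2 difference of 5.82 (standard error 2.53), at 11.38 ± 3.60 (SD, n = 8) in the DFI < 100 dogs and 5.55 ± 6.67 (SD, n = 7) in the DFI > 300 dogs, with an adjusted p of 0.999 from limma, and the difference was 3.62 without dog 180119, where its unadjusted p of 0.0629 did not pass, and that p passed in 5 of the 15 fits that left out 1 dog. On this probeset 4 dogs, 1 of the DFI < 100 cohort and 3 of the DFI > 300 cohort, lay below the reporter level, and 0 of these did so on the other DLA88 probeset. That other probeset had a difference of -0.23, with a 95% interval that ends at 0.589. Whether its probes also match other transcripts was not checked. It therefore argues against a lower DLA88 transcript level in the DFI > 300 cohort only if it measures DLA88 alone. A sequence variant under the probes in those 4 dogs is a candidate explanation that cannot be told apart from others here, since no genotype was used.

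A dog far from the other dogs of its cohort was seen in 25 of 258 groups of values, where about 12.9 are expected by chance. Dog 190030 stood apart in 4 of them and dogs 208513, 173175, 208756 and 208911 in 3 each. In the DFI > 300 cohort, dog 190030 had 9.09 for AGTR1, -4.23 for PGLYRP1, 3.61 for IHH and 11.76 for DST. Dog 193231 had 9.39 for RANBP3L and a mean of 7.96 over the glycolysis list. Dog 208513 had 7.73 for CCNA1 and means of 5.47 over the hedgehog list and 9.47 over the actin and myosin list. The mean of the T and NK cell list was 6.14 in dog 188084, and that of the neutrophil list 6.98 in dog 180119. In the DFI < 100 cohort, dog 153599 had -4.65 for HHIP and a mean of 3.97 over the hedgehog list. Dog 208756 had 0.53 for PTCH1, 10.14 for SPP1 and 11.88 for COX8A. Dog 173175 had 7.22 for GLI3, 2.55 for SMAD7 and a mean of 10.54 over the oxidative phosphorylation list. IHH was 5.47 in dog 204714. Dog 208911 had 13.29 for COL1A2, 9.30 for CXCL12 and a mean of 8.27 over the endothelial list. Dog 212759 had 12.19 for RPL24 and a mean of 5.15 over the keratinocyte list.

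Lists of 3 kinds passed camera with the preset correlation that the paper does not discuss, apart from MYC itself. The adjusted p was 0.0352 for glycolysis, 0.0151 for ribosome biogenesis and MYC targets and 0.0184 for cytosolic ribosomal proteins, and 0.981 for each with an estimated correlation.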

How the results depend on the processing

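Added after the data were seen were the restriction to probesets above the reporter level, the jackknife on linear values, the estimated correlation for oxidative phosphorylation, the hedgehog list without HHIP and arithmetic means with the methods' t-test. The 0 probesets past an adjusted p of 0.05 became 2 without Greyhounds and stayed 0 in limma under every other alternative and in the methods' t-test (1578 and 1567 at an unadjusted p). The 148 probesets at the fold change criteria became 19 with an offset of 16, 23 when only probesets above the median by mean were fitted, 12 above the reporter level, 92 with arithmetic means, 77 with these and the methods' t-test, 303 at a fold above 2, 299 with age as a covariate and 226 in osteoblastic tumors only. The fall under the filters on signal follows from where the selected probesets lie, 136 of the 148 being near background. For the rest the cause was not tested. Grouping by cohort fell from 15 dogs to 9 with all probesets and 9 with the offset. The 1628 J5 probesets became 2539 on linear values, 970 with the offset, 316 above the median, 366 with the jackknife and 849 with the jackknife on linear values, and the 1 list among them became 16 on linear values. The 5 lists past camera became 3 with quantile normalization, 3 with the ratio of 3 prime to 5 prime controls, 8 with array weights and 0 with an estimated correlation, and from 2 (without dogs 168327, 180223 or 190030) to 8 (without 173175 or 208513) with each dog left out. Oxidative phosphorylation kept its direction in all alternatives (median 0.11 to 0.22) and passed camera in all but the estimated correlation (0.16), while the exact permutation test (p = 0.0777) and limma's fry (p = 0.0715) did not call it. The hedgehog list passed in none and had no value above the median, where too few of its genes are left. Among the 272 probesets of named genes, 6590 values stayed on their side of an unadjusted p of 0.05, 208 moved past it and 435 no longer passed. A change of sign counted as a reversal only for a value called in either fit, and there was none. Signal over background limits most of the largest fold changes, of which 136 of 148 lie near background.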

Differences from the paper's values

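The paper's count of PLIER probesets at a fold change above 3 and an unadjusted p under 0.05 is 75, and the count here is 148. Of the alternatives set before the data were examined, fold from arithmetic means of the linear values gave 92, which is within 1.5 times the paper's count, and the others did not come within it, with 117 for the methods' t-test. Arithmetic means with the methods' t-test gave 77, an alternative chosen after seeing the values, and it drops 10 of the 24 names of Fig. 1A that have a selected probeset here. The paper's count of J5-selected PLIER probesets is 3179, and the count here, with no jackknife, is 1628. Of the alternatives set before the data were examined, linear values gave 2539, which is within 1.5 times the paper's count. The offset of 16, probesets above the median by mean, the jackknife and leaving out each dog did not come within it. The jackknife on linear values, chosen after the data were seen, gave 849 and did not either.

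The paper places IMP1 and AGTR1 among the qRT-PCR targets that did not reach significance in its fold change analysis. Here IGF2BP1 (IMP-1) met the fold change criteria with a difference of 2.51, and AGTR1 met them on a dim probeset. The paper states that HHIP met the fold change criteria on PLIER values. Here its difference of 1.61 lay above a fold of 3 and its unadjusted p did not pass, while it met both without dog 153599 (2.88) and in osteoblastic tumors only (2.19), as did its second probeset without dog 173175 (3.63). The paper counts cAMP and protein kinase A signaling among the leading pathways of J5-selected genes. Here 0 of the 38 genes of that list were selected on log2 values and 5 on linear values, each counted by its brightest probeset. The paper's cAMP map came first for genes shared by PLIER and RMA values, a ranking that could not be tested without RMA values. For the PLIER symbols of Fig. 4, the direction here was the same for SPP1, BGLAP, IBSP, MMP13, COL2A1, PTH1R, GNAS, PRKAR1A, COL1A1, COL1A2 and FOS. The sign turned when 1 dog was left out for BGLAP (-0.44 to 0.90), IBSP (-0.33 to 0.56), PTH1R (-0.18 to 0.20), GNAS (-0.02 to 0.15), PRKAR1A (-0.01 to 0.15) and FOS (-0.42 to 0.30), and the second probeset of COL2A1 differed by -0.99, or 0.53 without dog 208911. CCND1, higher in DFI < 100 in that figure, differed by -0.03 on the log2 scale here. It differed by 0.10 without dog 153599 and by -0.32 without dog 204714, and had a positive J5 of 3.50 on the linear scale.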

Other observations

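The test of the splits for ribosomal proteins and the values of the reporter control were looked at after the results were seen. Glycolysis genes had higher means in the DFI < 100 cohort for 17 of 20 genes, with a median log2 difference of 0.17. PGK1 differed by 0.48 (standard error 0.21) and LDHA by 0.33 (standard error 0.18), while ENO2, near background, differed by -0.86 (standard error 0.36). Cytosolic ribosomal protein genes were higher for 39 of 52, with a median of 0.08, 0.01 with age as a covariate, and RPL36 differed by 0.65 (standard error 0.28). Without dog 193231, whose mean over the glycolysis list lies below the others of its cohort, glycolysis did not pass camera, nor with quantile normalization, with age, sex or the ratio of 3 prime to 5 prime controls as a covariate, with probesets above the median only, in osteoblastic tumors only, or without dog 173175, 208756, 208911, 223986, 168327, 180223, 188084 or 190030. The ribosomal protein list did not pass with quantile normalization, with age as a covariate, in osteoblastic tumors only, or without dog 184844, 204714, 208756, 180119, 180223, 188084, 190030 or 193231. The camera adjusted p of both lists was 0.981 with an estimated correlation. Of 35 proliferation genes 26 were higher, with a median of 0.16 and a camera adjusted p of 0.0796. The proliferation list passed with only probesets above the median, with array weights, with sex or the first principal component as a covariate, in osteoblastic tumors only (median 0.46), without Greyhounds (0.36), and without dog 173175 (0.17), 204714 (0.29), 208911 (0.22), 188084 (0.22), 193231 (0.23) or 208513 (0.32). MCM2 and MCM6, which unwind DNA for replication, differed by 1.02 (standard error 0.31) and 0.56 (standard error 0.17). With age as a covariate the median of the proliferation list was -0.02, of opposite sign, and without dog 190030 it was 0.02. The ubiquitin and proteasome list and the translation initiation list had medians of 0.09 and 0.06 and camera adjusted p values of 0.277 and 0.320. Without dog 173175 both passed (medians 0.15 and 0.13), as did the proteasome list without dog 193231 (0.15).

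Markers of other cell types went both ways. The medians were 0.16 for macrophages, -0.10 for endothelium, -0.18 for pericytes and smooth muscle, -0.24 for marrow reticular stroma, -0.14 for fibroblasts, 0.16 for osteoclasts, -0.21 for skeletal muscle and 0.16 for adipocytes, and none of these lists passed camera, the lowest adjusted p being 0.277, unless settings or dogs were changed. The endothelial list passed with array weights, in osteoblastic tumors only, and without dog 208911 (median -0.29) or 208513 (-0.29), the pericyte and smooth muscle list with only probesets above the median (-0.39), and the macrophage list without dog 180119 (0.55). The fibroblast median was 0.10, of opposite sign, without dog 208513. PDGFRB, a receptor of pericytes, differed by -0.63 (standard error 0.31), or -0.38 without dog 180119, and VCAM1, an adhesion molecule of stroma, by -1.05 (standard error 0.80).

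Of the further names in Fig. 1B, which the paper selected on RMA values, EBF1, ARID5B, CSRP1, FBLN1, JAZF1, DST and FAM13C had lower PLIER means in the DFI < 100 cohort and PEBP4 a higher one, FAM13C and PEBP4 near background. EBF1, a transcription factor, stood at 8.84 ± 1.20 (SD, n = 8) against 10.08 ± 0.61 (SD, n = 7), and ARID5B at 6.19 ± 1.04 against 7.55 ± 0.62. The differences were -1.07 (standard error 0.40) for CSRP1, -1.01 (standard error 0.40) for FBLN1, -1.20 (standard error 0.39) for JAZF1 and 1.16 (standard error 0.38) for PEBP4, with an adjusted p of 0.999 from limma for each. HPRT1, the reference gene of the qRT-PCR, differed by 0.17 (standard error 0.27), by 0.29 without dog 180119 and by -0.01 without dog 208513. Of the 64 reporter controls, which have no target in dogs, 1 met the fold change criteria, with a difference of -5.89. Ribosomal protein genes were over-represented among genes J5 selected on linear values in 100 of 100 splits of the dogs, and camera called them in 26 of 100, the real one included in each.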
